# Identification of Spt5 Target Genes in Zebrafish Development Reveals Its Dual Activity *In Vivo*

**DOI:** 10.1371/journal.pone.0003621

**Published:** 2008-11-03

**Authors:** Keerthi Krishnan, Nathan Salomonis, Su Guo

## Abstract

Spt5 is a conserved essential protein that represses or stimulates transcription elongation *in vitro*. Immunolocalization studies on Drosophila polytene chromosomes suggest that Spt5 is associated with many loci throughout the genome. However, little is known about the prevalence and identity of Spt5 target genes *in vivo* during development. Here, we identify direct target genes of Spt5 using *fog^sk8^* zebrafish mutant, which disrupts the *foggy/spt5* gene. We identified that *fog^sk8^* and their wildtype siblings differentially express less than 5% of genes examined. These genes participate in diverse biological processes from stress response to cell fate specification. Up-regulated genes exhibit shorter overall gene length compared to all genes examined. Through chromatin immunoprecipitation in zebrafish embryos, we identified a subset of developmentally critical genes that are bound by both Spt5 and RNA polymerase II. The protein occupancy patterns on these genes are characteristic of both repressive and stimulatory elongation regulation. Together our findings establish Spt5 as a dual regulator of transcription elongation *in vivo* and identify a small but diverse set of target genes critically dependent on Spt5 during development.

## Introduction

The production of functional mRNA involves multiple steps that include transcription initiation, elongation, and termination. The initiation step is thought to be the major regulatory point for most genes *in vivo*, despite that promoter-proximal stalled RNA polymerase II (RNAPII) has been detected at several loci including *hsp70* [1], *HIVLTR* [2], *c-myc* [3], and *c-fos* [4]. Recently, it has been observed that promoters of many genes are poised for activation, as assessed by chromatin status and RNAPII occupancy in human Hela cells, mammalian embryonic stem cells, and *Drosophila* embryos [5]–[9]. These observations suggest that regulation at the level of transcription elongation may be more prevalent than previously thought. However, the distinct role of individual transcription elongation factors in critically regulating elongation of target genes remains unclear.

In recent years, biochemical studies have identified over a dozen proteins and a small nuclear RNA, which regulate RNAPII elongation *in vitro* [10]–[17]. Among these molecules, Spt5, an evolutionarily conserved protein, is the focus of this study. Spt5, together with Spt4 and Spt6, was initially discovered by genetic studies in *Saccharomyces cerevisiae* [18], and later found to be essential for transcription via modulating chromatin structure [19], [20]. A search for factors that inhibit transcription elongation in the presence of the nucleotide analog 5,6-dichloro-1-β-D-ribofuranosylbenzimidazole (DRB) led to the biochemical purification of Spt4 and Spt5 as a tight complex named DSIF (DRB Sensitivity Inducing Factor), which has both repressive and stimulatory activity on transcription elongation *in vitro* [21]. Spt5 has also been identified independently as a protein required for HIV-1 Tat trans-activation in fractionated extracts [22]. In addition, Spt5 interacts and modulates activity of factors implicated in mRNA maturation and surveillance [23]–[25].

At the phenotypic level, the *in vivo* role of Spt5 in multi-cellular organisms has been revealed through genetic analyses in *C. elegans*, *Drosophila*, and zebrafish. Inactivation of Spt5 through RNAi in *C. elegans* arrest embryonic development prior to gastrulation [26]. In *Drosophila*, a hypomorphic mutation in *spt5* displays defects in the expression of segmental patterning genes [27]. At the molecular level, Spt5 localization on polytene chromosomes and chromatin immunoprecipitation studies reveal broad distribution of Spt5 at sites of active transcription as well as at the un-induced heat shock gene promoters [28]–[30]. In zebrafish, whereas a hypomorphic mutation in *spt5* (the *fog^m806^* allele) displays distinct defects in neuronal development [31], severe truncation (the *fog^sk8^* allele) or deletion (the *fog^s30^* allele) of the gene product causes broad deficits in embryonic development [32]. Together, these analyses establish functional significance of Spt5 *in vivo*, implicate intricate regulatory mechanisms that remain to be elucidated, and suggest that Spt5 may regulate a large number of target genes *in vivo*. Despite these insights, only the heat shock protein-encoding *hsp70* and HIV viral genes, have been demonstrated to be regulated at the level of transcription elongation by Spt5 in intact cells [29], [33], whereas induction of the immediate early gene *c-fos* appears to depend on the stimulatory activity of Spt5 [34]. Thus, an important question remains: What other genes, if any, are critically dependent on Spt5 *in vivo*?

Here we report expression profiling of over 10,000 protein-coding genes using ∼24 hours post fertilization (hpf) zebrafish embryos. Our results identified a surprisingly small fraction (<5%) of genes that were differentially expressed between *fog^sk8^* mutants and their wildtype (WT) siblings. Pathway analyses revealed that these differentially expressed genes are involved in diverse biological pathways that range from stress response to cell fate specification. A gene structure analysis showed that genes upregulated in *fog^sk8^* embryos had a significantly shorter length, compared to the average gene length in zebrafish. Furthermore, *in vivo* chromatin immunoprecipitation (ChIP) on selected set of differentially expressed genes in 24 hpf WT embryos uncovered Spt5 target genes: among the target genes repressed by Spt5 (including *gadd45b*, *c-fos*, *hsp70*, *smoothened*, and *follistatin*), RNAPII occupancy was higher at the 5′ than 3′ end of these genes; among the target genes activated by Spt5 (including *lunatic fringe* and *tropomyosin a*), RNAPII occupancy was detected at both their 5′ and 3′ ends. ChIP analyses in *fog^sk8^* mutant embryos identified *gadd45b* that exhibited significantly increased RNAPII occupancy at the 3′ end compared to that in WT embryos, whereas other target genes unexpectedly showed reduced RNAPII occupancy at both 5′ and 3′ ends. This observation highlights the dynamic and complex nature of elongation regulation *in vivo*. Taken together, our results establish Spt5 as a dual regulator of transcription elongation *in vivo* and reveal a small but diverse set of direct target genes.

## Results

### Spt5 protein is significantly reduced in 24 hpf *fog^sk8^* mutant embryos

The *foggy/spt5* transcript is broadly distributed throughout the developing embryo [31], [32]. To gain insights into the level and distribution of Spt5 protein, an antibody directed against the C-terminal end of the zebrafish Spt5 protein was generated. Double-labeling with 8WG16, an antibody that recognizes RNAPII, demonstrated prominent nuclear distribution of Spt5 (Fig. 1A–B). The *fog^sk8^* mutation (Fig. 1F–G) is predicted to yield a non-functional zygotic gene product, and the maternal transcript is undetectable after 10 hours post fertilization (hpf) [32]. However, the status of the maternal protein was unclear. The *sk8* mutant phenotype is first visible around 19 hpf, suggesting the presence of maternal Foggy protein at earlier stages of development. Immunostaining (Fig. 1C–D) showed that maternal Spt5 protein was significantly reduced in *fog^sk8^* mutant embryos as compared to WT siblings. Western blotting (Fig. 1E) detected two bands around the predicted size of zebrafish Spt5 in WT embryos. Since Spt5 is known to be phosphorylated [14], [34]–[38] and methylated [39], these bands may represent forms of Spt5 with different post-translational modifications. Although the intensity of both bands was reduced in the *fog^sk8^* mutant, the faster migrating form appeared more severely affected (Figure 1E). This result indicates that *fog^sk8^* mutant at 24 hpf exhibits a significant reduction but not complete absence of Spt5 protein.

**Figure 1:**
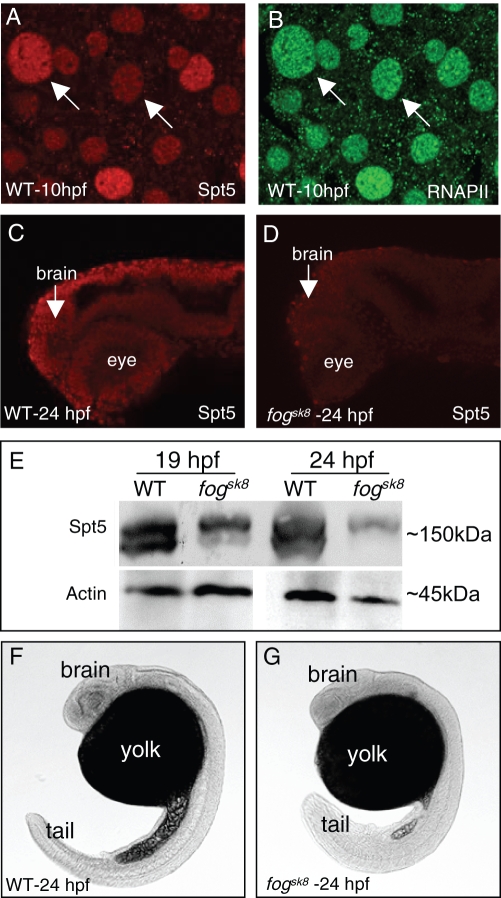
Spt5 protein is significantly decreased in *fog^sk8^* embryos. (A–B) Whole mount immunofluorescence detection of Spt5 and RNAPII in zebrafish embryos, showing the nuclear localization pattern of Spt5 protein. (C–D) Whole mount immunofluorescence detection of Spt5 in WT and *fog^sk8^* embryos at 24 hpf, showing overall decrease of Spt5 protein in *fog^sk8^* embryos. Confocal images of lateral views are shown, with the anterior to the left and dorsal up. (E) Western blot of wild-type (WT) and *fog^sk8^* embryonic extracts at 19 hpf and 24 hpf shows substantial decrease in maternal Spt5 protein in the mutant. (F–G) Light microscopic view of WT and *sk8* embryos at 24 hpf, showing the gross morphological phenotype of the mutant embryos.

### Expression profiling reveals a small number of differentially expressed genes in 24 hpf *fog^sk8^* embryos

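The transcript of *supt5h*, the gene that encodes Spt5 and carries the mutation, fell in *fog sk8* embryos. Its probe set read 7.42, 7.56 and 6.80 on the log2 scale in the 3 samples of WT siblings, and 3.66, 3.70 and 3.81 in the 3 samples of *fog sk8* embryos (log2 fold change −3.54, SE 0.20, adjusted p = 0.000994 by limma). Where this probe set lies relative to the *sk8* lesion is not given in the sources used here. Total RNA came from equal numbers of mutant and WT sibling embryos at 24 hpf, in 3 independent replicates of each group. Each of the 6 samples was hybridized to its own Affymetrix Zebrafish Genome Array, a single-colour array that reads a transcript with a set of short probes near its 3′ end. The values used are the authors' deposited GC-RMA values on the log2 scale, which are corrected for background by the GC content of the probes and normalized between the arrays. The medians of the 6 arrays lay between 5.08 and 5.15, and their 10th percentiles between 2.28 and 2.35, near the floor of the method. A fold change against a group at this floor understates the true change. Values of WT replicates 1 and 2 correlated at 0.997 across probe sets and those of *fog sk8* replicates 1 and 2 at 0.996. Replicate 3 correlated with the others of its group at 0.991 to 0.992, and WT arrays with *fog sk8* arrays at 0.967 to 0.980. Of 15617 probe sets, 115 controls were left out and 15502 were tested with limma. A probe set was taken as differentially expressed at an adjusted p (Benjamini-Hochberg) under 0.05 and a change of at least 2-fold. A single gene symbol stood on 10795 probe sets, and the 8793 different genes were each read from the probe set with the highest mean. Gene lists of pathways and cell types were tested for a shift against all other genes with camera, at a preset correlation between genes of 0.01, and for over-representation with Fisher's exact test. The number of arrays limits the precision of every value.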

To identify potential downstream target genes of Spt5, we performed microarray analysis by hybridizing zebrafish Affymetrix oligoarrays, which contain over 10,000 protein-coding genes, with biotinylated cRNA probes from 24 hpf *fog^sk8^* mutant and WT sibling embryos. 

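The transcripts of *krt4*, a keratin of the skin, *rps4x*, a ribosomal protein, and *apoa1a*, an apolipoprotein, were among the brightest of the genes examined at 24 hpf. Their log2 values in WT were 14.00 ± 0.042, 14.33 ± 0.066 and 14.22 ± 0.065 (SD, n = 3), and in *fog sk8* embryos 14.00 ± 0.21, 14.26 ± 0.071 and 14.38 ± 0.024 (SD, n = 3). The adjusted p of the difference was 0.118 to 0.989. At the other end lay the cone opsin *opn1mw1*, the parvalbumin *pvalb7* and the collagen *col10a1a*, at 1.41 ± 0.021, 1.64 ± 0.035 and 1.95 ± 0.023 in WT (SD, n = 3), which is the floor of the values. Of all probe sets, 63.4% had a mean log2 value over 4 in at least 1 of the groups. Absent-present calls come from probe-level files, which were not used here, so this share is another measure of detection.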

75% of the probe sets displayed above-background signal-to-noise ratio (as determined by microarray absent-present calls), suggesting that a majority of genes on the array have detectable expression at this stage. Interestingly however, only 4.5% of the genes were differentially expressed (absolute fold greater than 2, student t-test *P*<0.05) between *fog^sk8^* and WT siblings. 

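Of the 8793 genes, 79 rose and 281 fell in *fog sk8* embryos, 360 genes in all or 4.09%. Among those that rose were *rasd1*, a small GTP-binding protein of the Ras family (log2 fold change 1.74, SE 0.083, adjusted p = 0.000747), and *gpx1b*, a glutathione peroxidase (log2 fold change 2.22, SE 0.30, adjusted p = 0.00925). Among those that fell were *dab2*, an endocytic adaptor (log2 fold change −2.34, SE 0.18, adjusted p = 0.00216), and *slc12a3*, a sodium-chloride cotransporter (log2 fold change −1.63, SE 0.12, adjusted p = 0.00191). With the methods' t-test at the study's threshold of an unadjusted p under 0.05 and 2-fold, 86 genes rose and 308 fell, which is 4.48% of the genes. After Benjamini-Hochberg adjustment of the same test, 38 rose and 162 fell, or 2.27%. The 2-fold minimum also sets the count: at an adjusted p under 0.05 from limma and any fold, 947 genes were higher and 804 lower, or 19.9%.

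**Figure D1:**
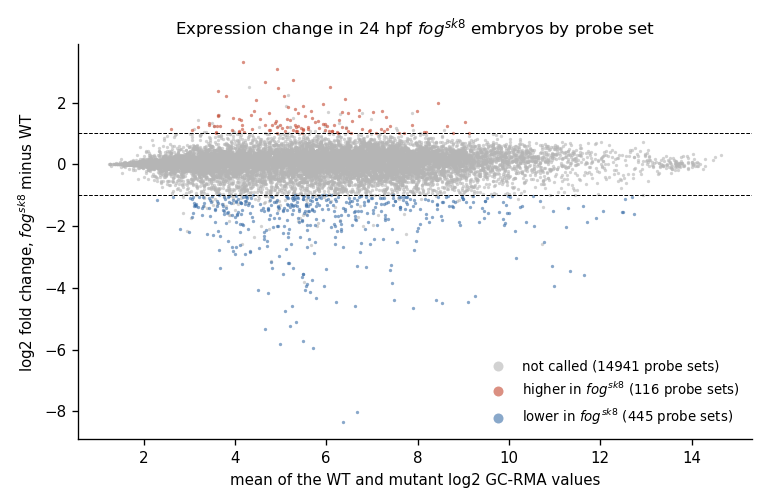
Log2 fold change of each probe set, *fog sk8* minus WT, against its mean log2 value over the 6 arrays. Points stand for probe sets, coloured where differentially expressed: 116 were higher and 445 lower in *fog sk8* embryos, and 14941 were neither.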

The 2-fold cutoff was used because an expression change of less than 2 fold was often not validated by quantitative PCR analysis (data not shown). 

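Among the genes that rose was *foxd5*, a forkhead transcription factor, at a computed fold of 9.83, from a log2 value of 2.52 ± 0.50 in WT to 5.82 ± 0.23 in *fog sk8* embryos (SD, n = 3, adjusted p = 0.00245). Its WT value lies near the floor, so the fold is a lower limit. The predicted gene *si:ch73-335l21.4* rose 6.56-fold (adjusted p = 0.00416). Others were *si:ch211-141o9.10*, which rose at least 5.16-fold from a WT value near the floor (adjusted p = 0.00257), and *plekhf1*, an endosomal protein with a PH and a FYVE domain, which rose 3.87-fold (adjusted p = 0.00288). *gch2*, a GTP cyclohydrolase needed for the pteridine pigments of pigment cells, was 321-fold lower (adjusted p = 0.000363), and *wu:fc46h12* was 257-fold lower (adjusted p = 0.000345). Several more genes fell to a level near the floor in *fog sk8* embryos. These were *dct*, an enzyme of melanin synthesis (40.5-fold lower), *crybb1*, a crystallin of the lens (37.8-fold lower), *lyz*, the lysozyme of myeloid cells (34.4-fold lower), and *slc4a1a*, the anion exchanger of red blood cells (53.0-fold lower), with adjusted p = 0.000322 to 0.00207, and the folds of all 6 genes that fell are lower limits as well. The standard errors of these log2 fold changes were 0.15 to 0.43. Each of these changes was past the threshold with any 1 of the arrays left out.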

Among the differentially expressed genes, 97 (∼1% of the total genes examined) were up-regulated (ranging from +2- to +10-fold), and 358 (∼3.5% of the total genes examined) were down-regulated (from −2- to −300-fold) in *fog^sk8^* embryos (Fig. 2A). Many of the differentially expressed genes have previously been shown to display dynamic spatial and temporal expression patterns [40]. Four genes (*gch*, *pvalb*, *hoxb6*, *dlx2*) were validated through whole mount *in situ* analysis (Supplemental Fig. S1) and 28 other genes were further validated through quantitative RT-PCR analysis (Supplemental Tables S1 and S2).

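Of the 28 genes that the study lists as changed by quantitative RT-PCR (Table S1), 28 went in the same direction on the array, and 23 were differentially expressed by limma, 14 of 19 up-regulated and 9 of 9 down-regulated genes. *ndrg1a*, a gene induced by differentiation and stress, fell on the array (log2 fold change −2.59, SE 0.17, adjusted p = 0.00148), as did *rbfox1l*, a splicing factor of muscle that the study names *a2bp1l* (log2 fold change −3.42, SE 0.15, adjusted p = 0.000608). *gtf2a1*, a general transcription factor that the study names *gtf2A*, was 1.82-fold higher, short of the 2-fold minimum (log2 fold change 0.86, SE 0.082, adjusted p = 0.00347). *polr2a*, which encodes the largest subunit of RNAPII and is *rpb1* in Table S1, had a log2 fold change of 1.12 (SE 0.29) at an adjusted p of 0.0506, just short of the threshold. It passed without *fog sk8* replicate 3 (log2 fold change 1.38, adjusted p = 0.0329) and with the replicate number as a block (adjusted p = 0.0039), and its adjusted p was 0.0039 to 0.139 over all alternatives. Across the 19 up-regulated genes, the log2 fold on the array and the log2 of the paper's qRT-PCR fold correlated with Pearson's r = 0.558 (permutation p = 0.0134, adjusted 0.0178 over the 4 sets of genes tried) and Spearman's rho = 0.596 (permutation p = 0.00804, adjusted 0.0107). Across the 9 down-regulated genes, r was 0.825 (exact permutation p = 0.022, adjusted 0.022) and rho 0.700 (exact permutation p = 0.0432, adjusted 0.0432). All tests are two-sided and run across genes, which are not independent replicates, and the genes were chosen by the study on these samples. The widest gap was that of *atp1a1a.4*, a subunit of the Na,K-ATPase, which was 3.37-fold lower on the array, where the paper's reported qRT-PCR value is 62.85-fold.

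**Figure D2:**
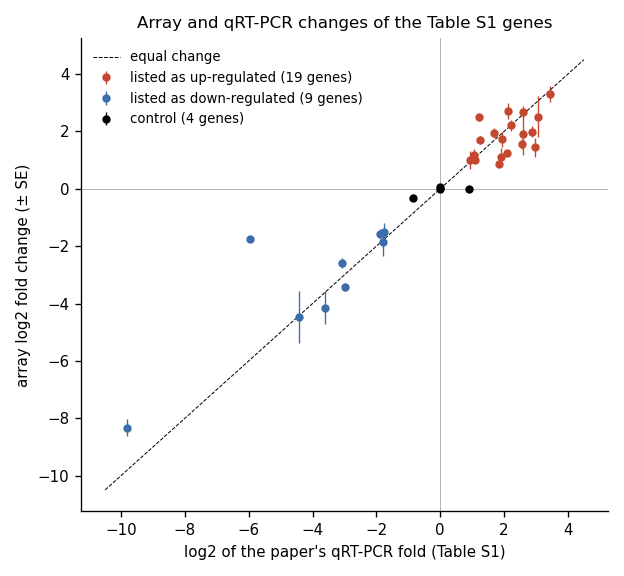
Log2 fold change on the array, *fog sk8* minus WT, with its SE, against the log2 of the paper's qRT-PCR fold, for the genes of Table S1. Points are the 19 up-regulated, 9 down-regulated and 4 control genes, and the up- and down-regulated genes lie in opposite quadrants.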

**Figure 2:**
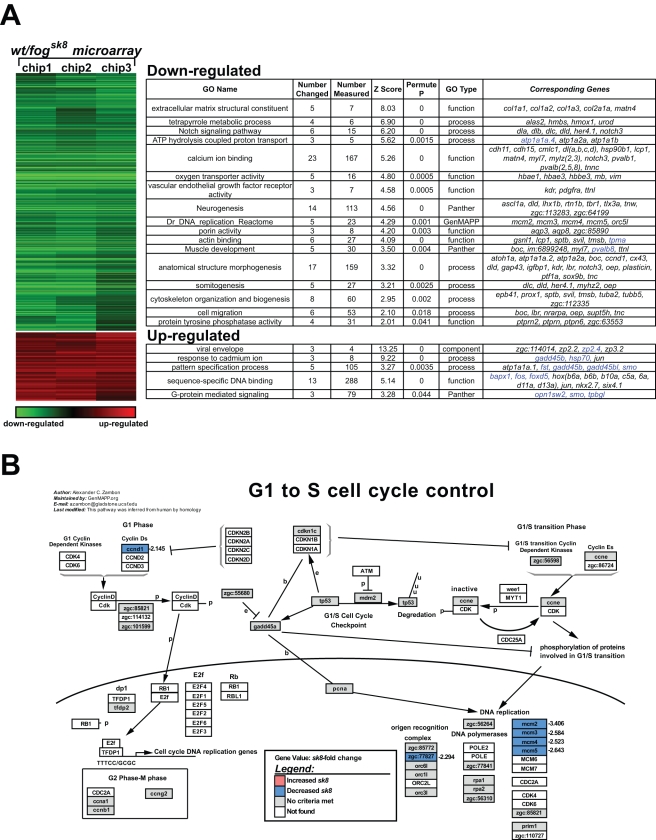
Gene expression profiling reveals that the expression of a small percentage of genes is affected in *fog^sk8^* mutant embryos. (A) HOPACH cluster diagram of the microarray data are shown for individual replicates compared with the mean for 24 hpf embryos. 615 probe sets with fold change >2 and t test *P*-value <0.05 are displayed along with Gene Ontology terms and pathways over-represented as determined by a Fisher's exact test permutation based *P*-value. The intensity of down-regulation (green) and up-regulation (red) reflects the magnitude of fold change. Representative genes within the GO categories are shown in the last column. Genes subjected to further analyses in this study are represented in blue color in the last column. (B) G1 to S Cell Cycle pathway is shown as an example of GenMAPP pathway analysis. The pathway map shows genes that are regulated as a group (e.g. *mcm* genes) and genes that are not differentially expressed in *fog^sk8^* embryos but are present on the array (grey color).

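Some *hox* genes, which pattern the body axis, were among the genes that rose. Of 42 measured *hox* genes, 7 rose and 0 fell (7 and 0 when adjusted over the list alone), among them *hoxb10a* (log2 fold change 1.70, SE 0.18, adjusted p = 0.00442), *hoxd13a* (log2 fold change 1.59, SE 0.22, adjusted p = 0.00951) and *hoxc5a* (log2 fold change 1.41, SE 0.13, adjusted p = 0.00348). The median *hox* gene was higher by 0.28 on the log2 scale (camera adjusted p = 0.0206, and adjusted p = 0.378 with an estimated correlation), a shift that was no longer past the threshold without *fog sk8* replicate 3 (adjusted p = 0.0981). In all, 116 probe sets were higher and 445 lower. In each of these 561 the 3 mutant arrays lay beyond the 3 WT arrays. With 3 against 3 arrays the threshold nearly ensures this, so it is no further support. Over all probe sets, past the threshold or not, the groups lay apart in this way in 37.1%, where chance gives 10%. With the methods' t-test at the study's threshold of 2-fold and an unadjusted p under 0.05, 129 probe sets were higher and 481 lower, and 64 and 254 after Benjamini-Hochberg adjustment. By a two-sided Fisher's exact test at an adjusted p under 0.05, 3 of 41 gene lists were over-represented among the genes that rose and 15 among those that fell.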

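Genes of blood cells, ion uptake and the kidney were among those that fell. Of 7 genes of haem synthesis, 4 fell and 0 rose, also when adjusted over the list alone. They were *alas2*, the first enzyme of the pathway in red blood cells (log2 fold change −3.38, SE 0.26, adjusted p = 0.00207), *urod* (log2 fold change −2.05, SE 0.15, adjusted p = 0.00199), *cpox* (log2 fold change −1.05, SE 0.080) and *alad* (log2 fold change −1.48, SE 0.28), all enzymes of the same pathway. The call of *cpox* was lost without *fog sk8* replicate 1 (log2 fold change −0.99) and that of *alad* without WT replicate 1, 2 or 3 or *fog sk8* replicate 1 or 2 (adjusted p = 0.0537 to 0.0698). In leave-one-out fits, the number that fell was 2 without *fog sk8* replicate 1. The median of these 7 genes was −1.05 (camera adjusted p = 0.000328, and adjusted p = 0.138 with an estimated correlation). Of 20 genes of myeloid cells, 4 fell and 0 rose, also when adjusted over the list alone. Besides *lyz*, they were *ptpn6*, a phosphatase of blood cells (log2 fold change −1.20, SE 0.18, adjusted p = 0.0124), *lcp1*, an actin-bundling protein of leukocytes (log2 fold change −1.74, SE 0.33), and *srgn*, a proteoglycan of secretory granules (log2 fold change −1.95, SE 0.34). The call of *lcp1* was lost without WT replicate 1 or 2 (adjusted p = 0.0597 to 0.065) and that of *srgn* without *fog sk8* replicate 1 or 2 (adjusted p = 0.054 to 0.0562). Their list had a median of −0.15 and a mean of −0.61 (camera adjusted p = 0.0057, and adjusted p = 0.152 with an estimated correlation). With dim probe sets left out, 11 of the 20 remained, with a median of −0.77. Of 21 genes of pronephros and ionocytes, the cells of the embryonic kidney and of ion uptake, 4 fell and 0 rose, also when adjusted over the list alone. They were *slc12a3*, *atp1a1a.4*, the carbonic anhydrase *cahz* (log2 fold change −3.32, SE 0.38, adjusted p = 0.00591), which red blood cells also hold, and another carbonic anhydrase, *ca2* (log2 fold change −1.23, SE 0.22). The call of *ca2* was lost without *fog sk8* replicate 1 or 2 (adjusted p = 0.0627 to 0.0641). This list had a median of −0.34 (camera adjusted p = 0.00232, and adjusted p = 0.188 with an estimated correlation).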

To identify biological pathways that might be regulated by Spt5, we employed GenMAPP [41] and associated tools [42] (http://www.genmapp.org/go_elite) to analyze pathway and gene ontology over-representation in our differentially expressed gene dataset. This analysis found that genes induced by environmental or cellular stress (such as *gadd45b* and *hsp70*) or encoding certain transcription factors (such as *foxd5* and *fos*) were upregulated, whereas genes that are constituents of the extracellular matrix (e.g. *collagen*) and sodium/potassium ion transporters (e.g. *atp1a1a*) were down-regulated in *fog^sk8^* embryos (Fig. 2A). 

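Genes that rose in *fog sk8* embryos included *gadd45* genes, a heat shock gene and the transcription factor gene *foxd5*, and several collagen and Na,K-ATPase genes fell. *gadd45ba*, a *gadd45b* gene induced by growth arrest and DNA damage, rose on both of its probe sets, by 2.66 (SE 0.21, adjusted p = 0.00216) and 2.51 (SE 0.15, adjusted p = 0.00117) on the log2 scale. Its paralog *gadd45bb* rose too (log2 fold change 1.46, SE 0.12, adjusted p = 0.00236). The chaperone gene *hsp70.3* rose as well (log2 fold change 2.49, SE 0.12, adjusted p = 0.000779), and *foxd5* by a log2 fold change of 3.30 (SE 0.27). The study's probe set for *fos* (*fosab*) had a log2 fold change of 2.51 (SE 0.72) and did not pass the test (adjusted p = 0.0685), with 6.29, 6.48 and 3.95 on the 3 mutant arrays. It passed without *fog sk8* replicate 3 (log2 fold change 3.32, adjusted p = 0.0124) and by the methods' t-test before adjustment, and its adjusted p was 0.00602 to 0.175 over all alternatives. Of 42 genes of the extracellular matrix, 12 fell and 0 rose (15 and 1 when adjusted over the list alone), and their median was −0.51 (camera adjusted p = 7.4e-06, and adjusted p = 0.188 with an estimated correlation). Of 21 collagen genes in all, 7 fell and 0 rose (8 and 0 when adjusted over the list alone), among them the genes of the cartilage collagen IX, *col9a1b* (−2.77, SE 0.25), *col9a2* (−1.96, SE 0.23) and *col9a3* (−1.47, SE 0.20), with adjusted p = 0.00302 to 0.00866. 8 of the collagen genes had a mean log2 value under 4, where a decrease would hardly be seen. Other matrix genes that fell were *dcn*, the proteoglycan decorin (log2 fold change −2.43, SE 0.34, adjusted p = 0.00951), and *tncb*, a tenascin (log2 fold change −2.42, SE 0.14, adjusted p = 0.00117). *col1a1a*, of the fibrillar collagen I, fell too (log2 fold change −1.54, SE 0.25, adjusted p = 0.0144), a call lost without *fog sk8* replicate 1 (adjusted p = 0.0504). *col6a3*, of collagen VI, had a log2 fold change of −1.27 (SE 0.36) at an adjusted p of 0.0668, and passed with the replicate number as a block (adjusted p = 0.00993, and 0.00993 to 0.167 over all alternatives) and by the methods' t-test before adjustment. Of 14 genes of the Na,K-ATPase, which exchanges sodium for potassium across the cell membrane, 5 fell and 0 rose, also when adjusted over the list alone. These were *atp1a1a.2* (−5.94, SE 0.33), *atp1b1b* (−3.94, SE 0.20), *atp1a1a.3* (−3.19, SE 0.40), *atp1a1b* (−1.85, SE 0.26) and *atp1a1a.4*, with adjusted p = 0.000854 to 0.00984. Over the 14 genes the median was −0.21 and the mean −1.21 (camera adjusted p = 0.0016, and adjusted p = 0.262 with an estimated correlation). The list of matrix genes and that of the Na,K-ATPase were drawn up after reading the study's own terms for these samples, so their directions are not independent evidence.

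**Figure D3:**
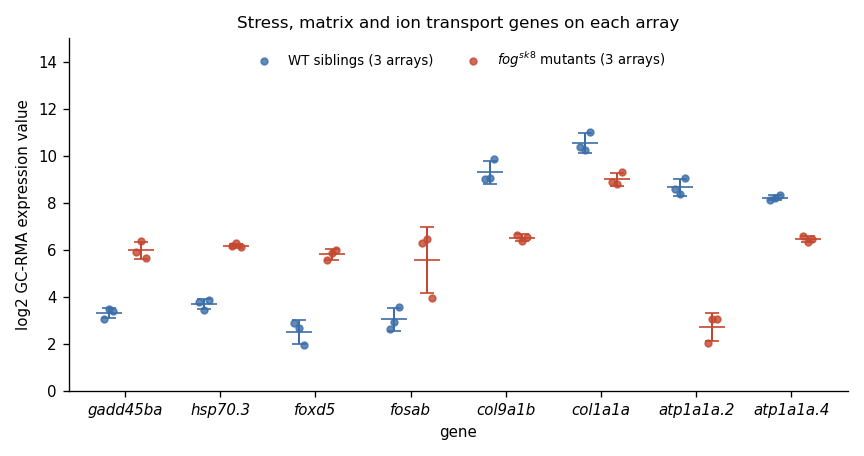
Log2 values of 8 genes on each of the 3 WT and 3 *fog sk8* arrays, with the mean and SD of each group. *gadd45ba*, *hsp70.3* and *foxd5* lie higher on every *fog sk8* array than on any WT array, as does *fosab* with a wide spread, and *col9a1b*, *col1a1a*, *atp1a1a.2* and *atp1a1a.4* lie lower on every *fog sk8* array.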

The expression of genes previously suggested to be regulated at the level of elongation [10], including *hsp70*, *fos*, *globin*, *tubulin*, and *opsin*, were found altered in *fog^sk8^* embryos. Moreover, the expression of multiple genes in the cell cycle pathway was reduced in *fog^sk8^* embryos (Fig. 2B). In contrast, genes from major developmental pathways (e.g. fibroblast growth factor, wingless), although present on the array, were largely unaffected in *fog^sk8^* embryos (Supplementary Table S3). In addition, RNA processing genes and protein biosynthesis genes (ribosome constituents) were under-represented in our differentially expressed gene dataset (data not shown). It is worth pointing out that many differentially expressed were novel, and were thus not assignable to specific GenMAPP pathways. 

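Of the heat shock, globin, tubulin and opsin genes, *hsp70.3* and the blue cone opsin gene *opn1sw2* rose in *fog sk8* embryos, and the embryonic globin genes *hbae3* and *hbbe3* and the tubulin genes *tubb2* and *tuba2* fell. The log2 fold changes of *hbae3* and *hbbe3* were −1.73 (SE 0.31) and −1.52 (SE 0.27), with adjusted p = 0.0183 to 0.0185. Of 5 globin genes no other passed the test, also when adjusted over the list alone. Both calls were lost, *hbae3* without WT replicate 1 or *fog sk8* replicate 1 or 2 (adjusted p = 0.0508 to 0.0612) and *hbbe3* without WT replicate 1 or *fog sk8* replicate 1 or 2 (adjusted p = 0.0536 to 0.0611). On replicate 3, the globin genes were higher than the group mean by a median of 0.39 in WT and 0.44 in *fog sk8* embryos. The median change of the 5 globin genes was 0.0031 and their mean −0.54 (camera adjusted p = 0.177), with *hbaa1* and *hbba2* at the floor in both groups (log2 fold changes 0.0031 and 0.015). The fifth, the embryonic globin gene *hbbe2*, went the other way, at a log2 fold change of 0.51 (SE 0.47) and an adjusted p of 0.506, and 0.019 to 0.834 over all alternatives. Its change was 0.93 without WT replicate 3 and 0.14 without *fog sk8* replicate 3, and with the replicate number as a block its adjusted p was 0.019 at less than 2-fold. Of 25 heat shock genes, 1 rose and 2 fell (1 and 2 when adjusted over the list alone). Those that fell were *ahsa1a*, a co-chaperone of Hsp90 (log2 fold change −1.36, SE 0.34, adjusted p = 0.0463), and *hsp90b1*, a chaperone of the endoplasmic reticulum (log2 fold change −1.23, SE 0.23, adjusted p = 0.0221). The call of *ahsa1a* was lost without WT replicate 1 or *fog sk8* replicate 1, 2 or 3 (adjusted p = 0.0902 to 0.126) and without WT replicate 3 (log2 fold change −0.98), and that of *hsp90b1* without WT replicate 1 or *fog sk8* replicate 1 or 2 (adjusted p = 0.0505 to 0.0705). With 1 array left out, 0 fell without *fog sk8* replicate 1 or 2 and 1 without WT replicate 1. The heat shock genes had a median of −0.11 (camera adjusted p = 0.224), and adjusted p = 0.0474 without replicate 3 of both groups, an alternative chosen after the data were seen. Their median was −0.019 without *fog sk8* replicate 1 and 0.0049, above 0, without WT replicate 3. Another probe set of *fos* (*fosab*) had a log2 fold change of 1.66 (SE 0.49) at an adjusted p of 0.072, and passed the test without *fog sk8* replicate 3 (log2 fold change 2.16, adjusted p = 0.029). Of 14 tubulin genes, 2 fell and 0 rose, also when adjusted over the list alone. *tubb2*, a beta-tubulin, fell in every fit with an array left out (log2 fold change −1.19, SE 0.14, adjusted p = 0.00629), whereas the call of *tuba2* (log2 fold change −1.30, SE 0.32, adjusted p = 0.0471) was lost without WT replicate 1, 2 or 3 or *fog sk8* replicate 1 or 2 (adjusted p = 0.0698 to 0.128). The number that fell was 1 without WT replicate 1 or 3 or *fog sk8* replicate 2 and 4 without *fog sk8* replicate 3. With 2 genes of the gamma-tubulin complex, *tubgcp2* and *tubgcp3*, the median was −0.34 (camera adjusted p = 0.000876, and adjusted p = 0.138 with an estimated correlation). Of 8 opsin genes, 7 lay near the floor, and *opn1sw2* rose (log2 fold change 1.44, SE 0.34, adjusted p = 0.0403), also when adjusted over the list alone. Its call was lost without WT replicate 1, 2 or 3 or *fog sk8* replicate 2 (adjusted p = 0.0838 to 0.11). Among the 20 genes of opsins and retina, 3 fell and 1 rose, also when adjusted over the list alone. Those that fell were the homeobox genes of the early retina *rx2* (log2 fold change −1.32, SE 0.19, adjusted p = 0.0106) and *rx1* (log2 fold change −1.01, SE 0.12) and *rlbp1a*, a retinal binding protein (log2 fold change −1.32, SE 0.17, adjusted p = 0.00844), with the call of *rx1* lost without WT replicate 1 or *fog sk8* replicate 1 (log2 fold change −0.92 to −0.90). Their list had a median of 0.0070 and a mean of −0.18 (camera adjusted p = 0.117).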

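Most of the *mcm* genes, which encode the helicase that unwinds DNA at replication origins, fell in *fog sk8* embryos. Of 7 *mcm* genes, 5 fell and 0 rose (6 and 0 when adjusted over the list alone), with log2 fold changes of −1.77 (SE 0.13) for *mcm2*, −1.40 (SE 0.058) for *mcm5*, −1.33 (SE 0.17) for *mcm4*, −1.27 (SE 0.11) for *mcm3* and −1.16 (SE 0.18) for *mcm6*. Their adjusted p was 0.000524 to 0.013, and each held with any 1 array left out. The study names the *mcm* genes as a group on these samples, so their direction is not independent evidence. *mcm7* had a log2 fold change of −1.01 (SE 0.28) and an adjusted p of 0.0615, which passed the threshold without WT replicate 3 (log2 fold change −1.27, adjusted p = 0.0263) and with the replicate number as a block (adjusted p = 0.0057, and 0.0057 to 0.158 over all alternatives). *mcm9* lay near the floor. Of 48 genes of DNA replication, 8 fell and 0 rose (9 and 0 when adjusted over the list alone), and at any fold 27 were lower and 1 higher at an adjusted p under 0.05. Their median was −0.46 (camera adjusted p = 5.6e-12, and adjusted p = 0.152 with an estimated correlation). Of 32 genes of mitosis, 0 passed both thresholds by limma or by the methods' t-test, also when adjusted over the list alone. At an adjusted p under 0.05 and less than 2-fold, 9 of them were lower and 1 higher, and at an unadjusted p under 0.05 17 lower and 4 higher. Among those lower was *plk1*, a mitotic kinase (log2 fold change −0.60, SE 0.087, adjusted p = 0.0107). Over the 32 genes the median was −0.33 (camera adjusted p = 1.2e-05, and adjusted p = 0.273 with an estimated correlation). Of 20 regulators of the G1 to S transition, 0 passed both thresholds by limma or by the methods' t-test, also when adjusted over the list alone, with 8 lower and 5 higher at an unadjusted p under 0.05. This list had a median of −0.21 (camera adjusted p = 0.113). *ccnd1*, which encodes cyclin D1, had a log2 fold change of −0.51 (SE 0.15) at an adjusted p of 0.0787.

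**Figure D4:**
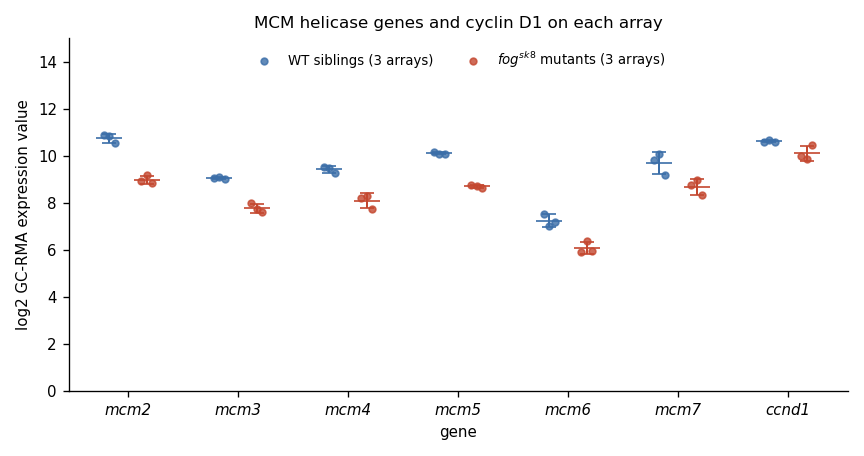
Log2 values of the genes *mcm2*, *mcm3*, *mcm4*, *mcm5*, *mcm6*, *mcm7* and *ccnd1* on each of the 3 WT and 3 *fog sk8* arrays, with the mean and SD of each group. Every *fog sk8* array lies below every WT array for *mcm2*, *mcm3*, *mcm4*, *mcm5* and *mcm6*.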

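No gene of the FGF pathway in Table S3 reached both thresholds. Of its 17 probe sets, 0 passed by limma and 0 by the methods' t-test, 6 had an unadjusted p under 0.05, and 3 an adjusted p under 0.05 at less than 2-fold. Their log2 fold changes ranged from −0.59 for the ligand *fgf10* (adjusted p = 0.0181) to 0.58 for *fgfr1op2*, a partner of a receptor gene (adjusted p = 0.00367). 9 of these probe sets had a mean log2 value under 4. Of the 46 WNT probe sets, 0 passed both thresholds by limma and 0 by the methods' t-test, 10 had an unadjusted p under 0.05, and 7 an adjusted p under 0.05 at less than 2-fold. Of the latter, 5 were lower and 2 higher. The WNT log2 fold changes ranged from −0.93 for a gene with only a locus number (adjusted p = 0.0327) to 0.66 for *klhl12* (adjusted p = 0.0379). A probe set of *mapk3* was the other that was higher (log2 fold change 0.37, adjusted p = 0.0373). Among those lower were *axin2*, a feedback inhibitor of the pathway (log2 fold change −0.79, adjusted p = 0.0221), and *wnt11r*, a ligand (log2 fold change −0.54, adjusted p = 0.00614). 18 of the WNT probe sets had a mean log2 value under 4, so a change of these genes need not be seen. As gene lists, the medians were −0.0063 over 15 FGF genes (camera adjusted p = 0.324) and −0.012 over 38 WNT genes (camera adjusted p = 0.203), and both were above 0 after centring each array on its median. Adjusted over the list alone, 0 genes of either passed at 2-fold, and since the study collected both lists on this array, those counts are not independent evidence. Over all probe sets, 4885 of 15502 had an unadjusted p under 0.05 by limma, and 16.9% an adjusted p under 0.05 at any fold. By the share of all genes that fell at 2-fold, 0.48 of the FGF and 1.21 of the WNT genes would. With numbers so small, 0 does not show that these pathways were spared. Of 11 feedback targets of FGF signalling, such as *dusp6* (log2 fold change 0.17, SE 0.054) and *etv5b* (log2 fold change 0.55, SE 0.074, adjusted p = 0.00883), 0 passed both thresholds by limma or the methods' t-test, also when adjusted over the list alone, with 2 higher and 1 lower at an unadjusted p under 0.05. Their median was 0.024 (camera adjusted p = 0.97).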

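Of 111 genes of RNA splicing, 2 fell and 0 rose, also when adjusted over the list alone. The 2 genes are *hnrnpa0a* (log2 fold change −1.34, SE 0.11, adjusted p = 0.00245) and *hnrnpdl* (log2 fold change −1.22, SE 0.060, adjusted p = 0.000779), which encode RNA-binding proteins of the hnRNP family. At an adjusted p under 0.05 and any fold, 12 of the 111 were higher and 14 lower. As 19.9% of all genes were past that threshold, splicing genes were not under-represented there. The median splicing gene had a log2 fold change of 0.028 (camera adjusted p = 0.549, direction down against all other genes). Of 79 ribosomal protein genes, 0 fell by limma and by the methods' t-test, and at an unadjusted p under 0.05 by limma 10 were higher and 4 lower. At an adjusted p under 0.05 and any fold, 2 of the 79 were higher and 1 lower, while 19.9% of all genes were past that threshold. The share of ribosomal protein genes was thus lower there, a difference that was not tested. By the share of all genes that fell at 2-fold, 3.55 of the splicing and 2.52 of the ribosomal protein genes would, numbers so small that Fisher's exact test could not have shown a shortage (adjusted p = 0.214 and 0.501 with none). 1 ribosomal protein gene rose, *rps27l*, a paralog of the ribosomal protein S27 induced by p53 (log2 fold change 1.39, SE 0.23, adjusted p = 0.0152), and 0 when adjusted over the list alone. Its call was lost without WT replicate 1 (adjusted p = 0.053). *rpl4* had a log2 fold change of −0.015 (SE 0.064) and *rpl36* of −0.14 (SE 0.066), with adjusted p = 0.226 to 0.88. Ribosomal protein genes had a median of 0.019 (camera adjusted p = 0.65, direction down against all other genes), and many of them read close to the top of the scale.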

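Of the 561 differentially expressed probe sets, 133 carried no single gene symbol, either none or several. Among all 15502 probe sets tested, 4572 had none and 135 had several. Of the genes that Table S1 lists as hypothetical proteins, the one with a paper's reported array fold of 4.00 rose from 7.45 ± 0.17 in WT to 9.45 ± 0.32 in *fog sk8* embryos (log2 values, SD, n = 3, adjusted p = 0.00306). The one with a paper's reported fold of 2.35 rose too (log2 fold change 1.24, SE 0.096, adjusted p = 0.00216). Another that rose was *zgc:162193*, a predicted gene (log2 fold change 1.73, SE 0.095, adjusted p = 0.000971). The gene *wu:fc46h12*, named only by an expressed sequence tag, fell from 10.69 ± 0.50 to 2.68 ± 0.23 (log2 values, SD, n = 3).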

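In *fog sk8* embryos, some genes of muscle, heart, blood, vessels and pigment cells fell. Of 59 genes of skeletal muscle, 22 fell and 0 rose (28 and 0 when adjusted over the list alone), among them *pvalb8*, a calcium buffer of muscle (log2 fold change −4.14, SE 0.58, adjusted p = 0.00972), and *tnni2a.4*, a fast troponin I (log2 fold change −4.28, SE 0.72, adjusted p = 0.0162). The call of *tnni2a.4* was lost without *fog sk8* replicate 1 or 2 (adjusted p = 0.0502 to 0.0523). In leave-one-out fits, the number that fell was 12 without *fog sk8* replicate 1 and 13 without *fog sk8* replicate 2. Without replicate 3 of both groups, an alternative chosen after the data were seen, it was 27. The median of the list was −1.12 (camera adjusted p = 9.1e-16, and adjusted p = 0.262 with an estimated correlation). On replicate 3, these genes were higher than the group mean by a median of 0.41 in WT and 0.33 in *fog sk8* embryos. Of 18 genes of the heart, 5 fell and 1 rose, also when adjusted over the list alone. The cardiac myosin light chain genes *myl7* (log2 fold change −4.59, SE 0.14, adjusted p = 0.000322) and *cmlc1* (log2 fold change −4.46, SE 0.14, adjusted p = 0.000322) and the myosin heavy chain gene *myh7* (log2 fold change −3.89, SE 0.15, adjusted p = 0.000497) were lower by over 10-fold, and *gja1b*, a connexin (log2 fold change −2.56, SE 0.22), and *tnnt2a*, the cardiac troponin T (log2 fold change −2.00, SE 0.23, adjusted p = 0.00587), fell as well. The gene that rose was the homeobox gene *nkx2.7* (log2 fold change 1.01, SE 0.11, adjusted p = 0.00557), which passed with neither WT replicate 3 nor *fog sk8* replicate 2 left out (0 genes rose). These last 2, *tnnt2a* and *nkx2.7*, were named after their values were seen. Over the 18 heart genes the median was −0.017, above 0 after centring each array on its median or without *fog sk8* replicate 2 or 3, and the mean −0.95 (camera adjusted p = 0.00704, and adjusted p = 0.152 with an estimated correlation). With dim probe sets left out, 11 heart genes remained, with a median of −0.65. A fall of the dim genes would hardly be seen.

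**Figure D5:**
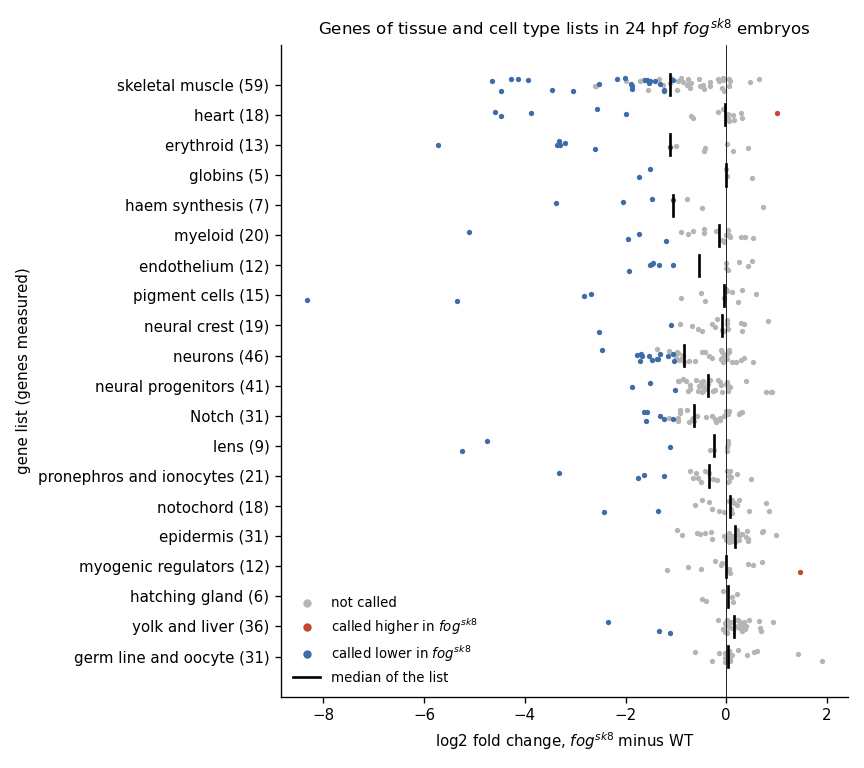
Log2 fold change, *fog sk8* minus WT, of each measured gene of 20 gene lists, with the number of genes in brackets. Points are genes, coloured where differentially expressed, and the bar is the median of the list; the lists of skeletal muscle, erythroid cells, haem synthesis and neurons have the lowest medians.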

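Of 13 genes of erythroid cells, 7 fell and 0 rose, also when adjusted over the list alone, such as *aqp1a.1*, a water channel (log2 fold change −3.30, SE 0.36, adjusted p = 0.00497), and *sptb*, a spectrin of the red cell membrane (log2 fold change −3.36, SE 0.28, adjusted p = 0.00255). Their median was −1.11 (camera adjusted p = 1.6e-06, and adjusted p = 0.152 with an estimated correlation), and −3.21 over the 9 genes that remained with dim probe sets left out. Of 12 genes of the endothelium, 6 fell and 0 rose, also when adjusted over the list alone. They included the transcription factor gene *fli1* (log2 fold change −1.47, SE 0.093) and *kdrl*, a receptor for vascular endothelial growth factor (log2 fold change −1.45, SE 0.11), with adjusted p = 0.00136 to 0.00207. With 1 array left out, 3 fell without WT replicate 2 or *fog sk8* replicate 2. The endothelial genes had a median of −0.53 (camera adjusted p = 0.0057, and adjusted p = 0.205 with an estimated correlation), and an adjusted p of 0.0692 with dim probe sets left out. Of 15 genes of pigment cells, 4 fell and 0 rose, also when adjusted over the list alone. With *gch2* and *dct*, these were *mitfa*, the transcription factor of melanophores (log2 fold change −2.83, SE 0.098), and *pmelb*, a protein of the melanosome (log2 fold change −2.69, SE 0.23), with adjusted p = 0.000345 to 0.00285. Pigment cell genes had a median of −0.049 and a mean of −1.32 (camera adjusted p = 0.0015, and adjusted p = 0.188 with an estimated correlation). With dim probe sets left out, 9 of the 15 remained, with a median of −0.89. Of 19 genes of other neural crest cells, 2 fell and 0 rose, also when adjusted over the list alone. They were *crestin*, a marker of migrating crest cells (log2 fold change −2.53, SE 0.17, adjusted p = 0.00156), and the transcription factor gene *sox9b* (log2 fold change −1.09, SE 0.21), whose call was lost without WT replicate 1 or 2 or *fog sk8* replicate 1 or 3 (adjusted p = 0.0597 to 0.0723). The number that fell was 1 without WT replicate 1 or *fog sk8* replicate 1 or 3. The median was −0.088 at a camera adjusted p of 0.0563, and 0.0469 with the replicate number as a block. With 1 array left out it ranged from 0.0348 to 0.101, and was under 0.05 without WT replicate 2 (0.0445) or *fog sk8* replicate 1 (0.0348).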

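Some genes of the nervous system fell as well. Of 46 genes of neurons, 13 fell and 0 rose (15 and 0 when adjusted over the list alone). The transcription factor genes *neurod6b* (log2 fold change −2.47, SE 0.25, adjusted p = 0.00401) and *neurog1* (log2 fold change −1.69, SE 0.10, adjusted p = 0.00119) and *gap43*, a protein of growing axons (log2 fold change −1.78, SE 0.10, adjusted p = 0.000994), were among those that fell. The neuronal genes had a median of −0.85 (camera adjusted p = 4.7e-10, and adjusted p = 0.138 with an estimated correlation). Of 41 genes of neural progenitors, 3 fell and 0 rose, also when adjusted over the list alone, and 16 were lower and 2 higher at any fold at an adjusted p under 0.05. *fabp7a*, a fatty acid binding protein of radial glia (log2 fold change −1.88, SE 0.29, adjusted p = 0.0123), *dbx1b*, a homeobox gene of the neural tube (log2 fold change −1.52, SE 0.12, adjusted p = 0.00236), and *sox11b*, a transcription factor gene (log2 fold change −1.01, SE 0.10), fell, with the call of *sox11b* lost without WT replicate 3 or *fog sk8* replicate 1 (log2 fold change −0.99 to −0.91). Their list had a median of −0.37 (camera adjusted p = 4.3e-07, and adjusted p = 0.119 with an estimated correlation). Of 31 genes of the Notch pathway, 6 fell and 0 rose (7 and 0 when adjusted over the list alone), such as the target genes *her2* (log2 fold change −1.64, SE 0.22) and *her4.2* (log2 fold change −1.57, SE 0.18) and the receptor gene *notch3* (log2 fold change −1.32, SE 0.19), with adjusted p = 0.00566 to 0.00984. Notch genes had a median of −0.64 (camera adjusted p = 4.3e-07, and adjusted p = 0.138 with an estimated correlation). From its array results, the paper states how widely expression at this stage depends on zygotic Spt5.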

Taken together, these results indicate that the lack of zygotic Spt5 protein only affects the expression of a small percentage of genes at 24 hpf, and these genes are involved in a number of distinct biological pathways.

### Genes that are upregulated in *fog^sk8^* embryos are shorter in gene length compared to all genes examined

Little is known as to what signatures may subject a gene to Spt5 regulation. To determine if differentially expressed genes have common features in gene structures, we performed bioinformatics analysis on these gene sets. To assess the extent and overall likelihood of a difference between the length of *fog^sk8^* –dependent genes and that of all other genes in the array, probe sets from the microarray were linked to gene structure data from the Ensembl database, the mean of different gene features (e.g., genomic length) was computed, and fold change and *P* values were calculated via a permutation based analysis (Fig. 3A).

**Figure 3:**
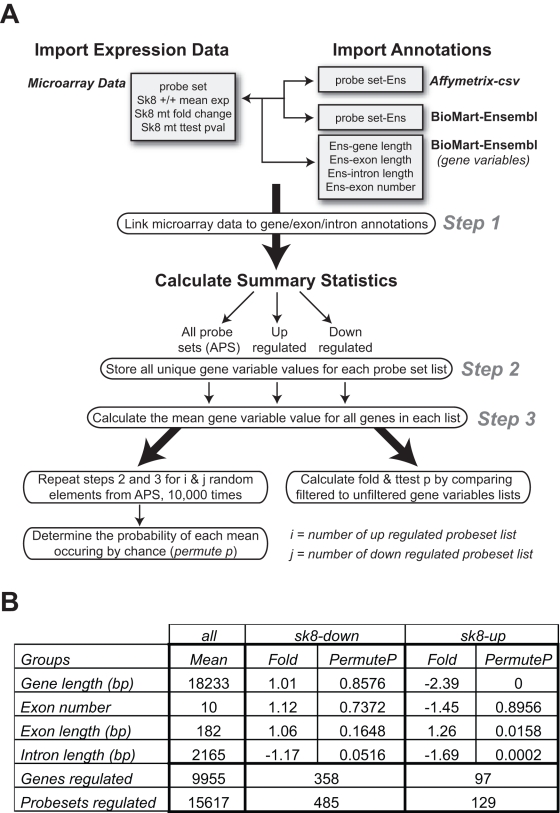
Permutation analysis uncovers a significant shorter length of those genes that are up-regulated in *fog^sk8^* mutant embryos. (A) Algorithm design for assessing global changes in overall gene length. Unique Ensembl genes linked to probesets were obtained from the Affymetrix website and BioMart, and genomic gene, exon and intron length were also obtained from BioMart and summarized for up-, down-regulated and all array probesets (AAPs). Folds relative to AAPs linked genes were calculated as well as permutation based p-values by randomly selecting input probeset lists of the same size as the regulated sets from AAPs, over 10,000 iterations. (B) Table summarizing the permutation based analysis of the structural features of genes differentially expressed in *fog^sk8^* embryos. Up-regulated genes have significantly shorter gene length, shorter intron length and longer exon length than other genes on the array. Down-regulated genes do not show significantly different gene structure requirements compared to other genes.

Using this method, we found that genes upregulated in *fog^sk8^* embryos had on average ∼2.39 fold decrease in overall gene length and ∼1.69 fold decrease in intron length, as compared to all gene-linked probe sets on the array (*P*<0.05) (Fig. 3B). These differences were unlikely to occur due to chance, because a fold change larger than or equal to the gene length difference (2.39 fold) was not observed in 10,000 random permutations of all microarray probe sets, and that larger than or equal to the intron length difference (1.69 fold) only occurred twice over 10,000 random permutations (*P* = 0.0002), hence emphasizing the unlikelihood of such events occurring at random. Although this analysis also showed a significant increase in exon length for upregulated genes, the difference was relatively small (1.26 fold). None of the gene structure data differed between downregulated genes and all other genes on the array (Fig. 3B). Taken together, this analysis suggests that genes repressed by Spt5 tend to be shorter in length.

### In vivo chromatin immunoprecipitation (ChIP) reveals Spt5 occupancy patterns on differentially expressed genes in 24 hpf WT embryos

As microarray experiments measure the steady-state levels of mRNA and Spt5 is involved in many aspects of mRNA stability by virtue of its association with many components of the transcriptional machinery , many of the genes differentially expressed in *fog^sk8^* mutants might represent mRNA processing targets of Spt5. In order to better identify genes that are regulated at the elongation level at 24 hpf, we performed chromatin immunoprecipitation (ChIP) assays using antibodies against RNAPII and Foggy.

Based on the current model of regulation at the level of transcription elongation [16], [17], the following patterns of Spt5 and RNAPII occupancy are expected on their target genes (Fig. 4): A) Spt5 target genes that are in a state of productive transcription elongation shall display Spt5 and RNAPII occupancy at both 5′ and 3′ ends of their chromatin. B) Spt5 target genes that are repressed by a promoter-proximal transcription elongation block shall have minimal Spt5 and RNAPII occupancy at 3′ end but significantly more Spt5 and RNAPII occupancy at 5′ end. C) Genes that are not Spt5 targets or are transcriptionally inactive shall lack detectable Spt5 or RNAPII respectively throughout their chromatin.

**Figure 4:**
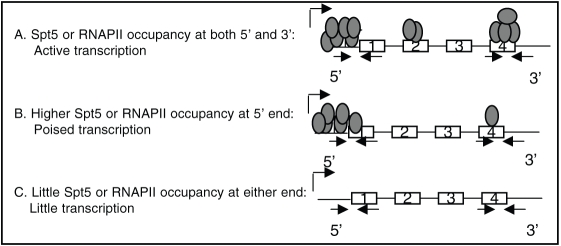
Schemata showing predicted transcriptional status based on Spt5 and RNAPII occupancy.

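Among the genes examined by ChIP (Table 1), *nkx3-2*, a homeobox gene that the study names *bapx*, rose from a log2 value of 2.71 ± 0.32 in WT to 4.92 ± 0.20 in *fog sk8* embryos (SD, n = 3, adjusted p = 0.00274). *tpbg1b*, a membrane glycoprotein that the study names *tpbgl*, rose as well (log2 fold change 1.69, SE 0.15, adjusted p = 0.00274). *smo*, the Hedgehog signal transducer Smoothened, rose by just over 2-fold (log2 fold change 1.01, SE 0.12, adjusted p = 0.00642), and did not reach that minimum without WT replicate 2 or 3 or *fog sk8* replicate 3 (log2 fold change 0.94 to 0.99). *fsta*, the activin antagonist follistatin, rose (log2 fold change 1.17, SE 0.21, adjusted p = 0.0187), a call lost without *fog sk8* replicate 1, 2 or 3 (adjusted p = 0.0547 to 0.0601) and without WT replicate 3 (log2 fold change 0.93). Some of the up-regulated genes did not pass the test. *atf3*, a transcription factor of the stress response, had a log2 fold change of 1.02 (SE 0.32) at an adjusted p of 0.0841, and 0.0359 to 0.198 over all alternatives. It passed with dim probe sets left out (adjusted p = 0.0359). The probe set of Table S4 for this gene carries the symbol *jdp2b* and had a log2 fold change of 0.96 (SE 0.34) at an adjusted p of 0.118, passing without *fog sk8* replicate 3 (log2 fold change 1.36, adjusted p = 0.00784). The egg envelope gene *zp2.4* (now *zp2.6*) had a log2 fold change of 1.90 (SE 0.72) at an adjusted p of 0.138, and 0.00672 to 0.304 over all alternatives. Its change was 3.74-fold, and 2.28-fold without WT replicate 3. It passed with the replicate number as a block (adjusted p = 0.00672). Among the down-regulated genes, *lfng*, the Notch modifier lunatic fringe, fell from 10.80 ± 0.084 to 9.21 ± 0.33 (log2 values, SD, n = 3, adjusted p = 0.00462), and *atp1a1a.4* from 8.23 ± 0.13 to 6.48 ± 0.12 (adjusted p = 0.000971). *tpma*, the alpha-tropomyosin of muscle, fell (log2 fold change −1.52, SE 0.32, adjusted p = 0.0283), and its call was lost without WT replicate 1, 2 or 3 or *fog sk8* replicate 1 or 2 (adjusted p = 0.0537 to 0.0847). *ldb3b*, a protein of the muscle Z-disc that the study names *ldb3l*, fell too (log2 fold change −1.87, SE 0.47, adjusted p = 0.0497), a call lost without WT replicate 1 or 2 or *fog sk8* replicate 1, 2 or 3 (adjusted p = 0.0688 to 0.135). The study gives array folds for these genes, which were known before they were computed here.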

Based on the significance of expression fold changes, constraints on availability of reliable genomic structure (exon/intron) information, and known gene functionality, 11 upregulated genes, 7 downregulated genes, and 3 control genes were selected for ChIP analysis (Table 1 and Supplementary Table S4) in 24 hpf WT embryos. Among the 11 upregulated genes, 8 (*gadd45b*, *fos*, *hsp70*, *smo*, *atf3*, *fst*, *tpbgl*, *foxd5*) showed high Spt5 occupancy at 5′ end but little at 3′ end, whereas the remaining three genes did not show significant Spt5 occupancy on either end (Fig. 5A and Table 1). Among the 7 downregulated genes, 3 (*lfng*, *tpma*, *a2bp1-like*) showed significant Spt5 occupancy at both 5′ and 3′ ends, whereas the remaining 4 genes did not (Fig. 5B and Table 1). Genes that showed significant Spt5 occupancy are likely to be targets of Spt5, whereas those that did not have significant Spt5 occupancy were either transcriptionally inactive or not directly regulated by Spt5. 

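*actb1*, the cytoplasmic beta-actin, read 13.07 ± 0.088 on the log2 scale in WT and 12.74 ± 0.14 in *fog sk8* embryos (SD, n = 3). Its log2 fold change of −0.33 (SE 0.091) did not pass the test (adjusted p = 0.0619), and was below 0 after centring each array on its median and after another quantile normalization too. *ccne1*, which encodes cyclin E, read 5.61 ± 0.16 in WT and 5.62 ± 0.068 in *fog sk8* embryos (log2 fold change 0.0052, SE 0.096, adjusted p = 0.971). *fkbp5*, a prolyl isomerase that binds FK506, lay at the floor of the values in both groups, at 2.18 ± 0.066 and 2.24 ± 0.023 (adjusted p = 0.523), where a change of its transcript would not be seen.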

Two (*beta-actin 1* and *cyclin E*) of the three control genes showed significant Spt5 occupancy (Fig. 5C and Table 1), whose expression was largely unaltered in 24 hpf *fog^sk8^* embryos, suggesting that these transcripts might be regulated by additional elongation factors.

**Figure 5:**
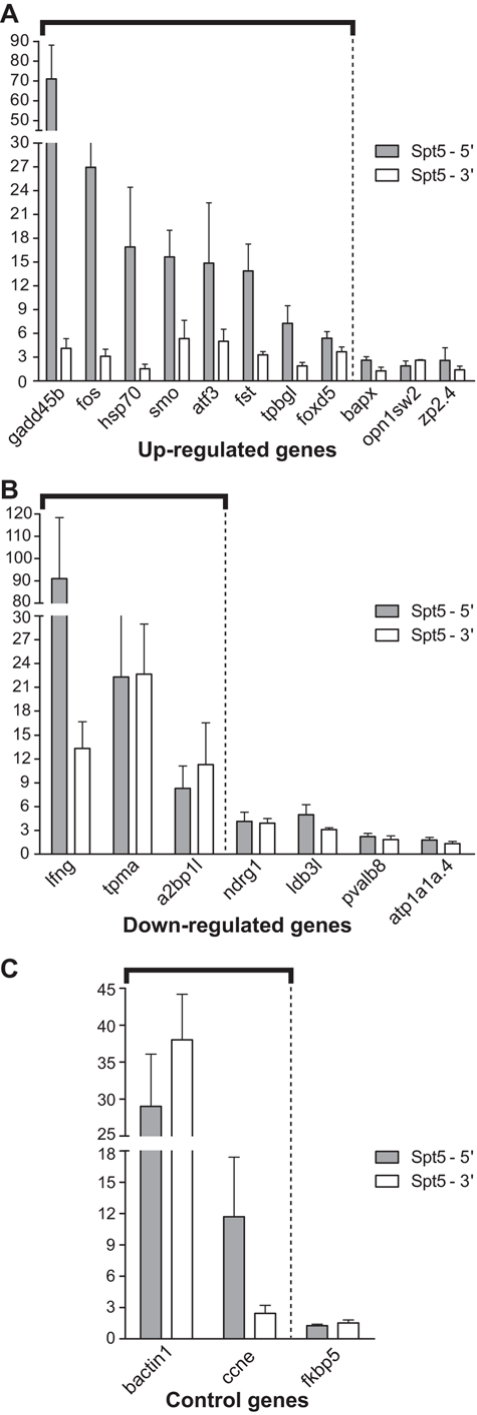
*In vivo* ChIP analysis using Spt5 antibody on differentially expressed genes reveals putative target genes directly bound by Spt5. (A–C) Spt5 occupancy on upregulated, downregulated, and control genes. Y- axis values in the graphs represent fold Foggy occupancy over fold pre-immune serum occupancy levels. Arbitrary cutoff for detectable Foggy fold occupancy over control serum is set at 5. Thick black bars highlight the genes that display significant Spt5 occupancy at either 5′ or 3′ end of the chromatin. The results shown are the average of at least three independent replicates. Error bars are SEM values. Note that the scales are different for each of the graphs.

**Table 1:** Summary of Genes Used for *in vivo* CHIP Analysis.

No.	Gene Symbol	Gene Name	GO Terms*	Array/qRT-PCR Fold Change	Genomic length (kb)	Transcript length (kb)	No. of Exons	Degree of Spt5 occupancy	Degree of RNAPII occupancy
**Genes Up-regulated in 24 hpf ** ***fog^sk8^*** ** Mutant Embryos**									
1	*gadd45b*	Growth arrest and DNA-damage-inducible, beta	Stress response	6.34/6.07	1.6	1.2	4	++++	++++
2	*fos*	v-fos FBJ murine osteosarcoma viral oncogene	Transcription Factor	5.68/8.44	2.1	1.7	4	++++	++++
3	*hsp70*	Heat shock protein 70	Stress response	5.6/2.32	3.4	2.3	2	+++	+++
4	*fst*	Follistatin	Pattern specification	2.25/2.07	5.5	3.4	5	+++	++
5	*smo*	Smoothened homolog	Pattern specification	2.02/2.12	5.6	3.0	12	+++	++++
6	*atf3*	Activating transcription factor 3	Transcription Factor	2/1.89	6.1	2.6	4	+++	++
7	*tpbgl*	Trophoblast glycoprotein-like	Receptor	3.24/2.37	2.6	1.7	2	++	+++
8	*foxd5*	Forkhead box D5	Transcription Factor	9.83/10.77	4.1	1.1	2	+	+
9	*bapx*	Bagpipe homeobox 1/ NK3 homeobox 2	Transcription Factor	4.62/4.62	0.5	0.3	2	−	−
10	*zp2.4*	Zona pellucida glycoprotein 2.4	Viral envelope	3.74/6.02	1.8	1.3	8	−	−
11	*opn1sw2*	Opsin 1, short-wave-sensitive 2	Signal transduction	2.72/7.81	2.6	1.3	5	−	−
**Genes Down-regulated in 24 hpf ** ***fog^sk8^*** ** Mutant Embryos**									
1	*lfng*	Lunatic fringe homolog	Signaling	3/3.68	9.4	2.9	8	++++	++++
2	*tpma*	Alpha tropomyosin	Actin binding	2.86/3.41	4.5	1.3	10	+++	+++
3	*a2bp1l*	ataxin 2-binding protein 1-like	Nucleotide binding	10.69/7.83	18.5	1.1	12	++	++
4	*ndrg1*	N-myc downstream regulated gene 1	Cell differentiation	6.04/8.47	19.9	2.3	16	−	+
5	*ldb3l*	LIM domain binding 3 like	Protein binding	3.64/3.44	39.3	1.6	12	−	−
6	*pvalb8*	Parvalbumin 8	Calcium ion binding	17.62/12.23	174.7	0.8	5	−	−
7	*atp1a1a.4*	ATPase, Na+/K+ transporting, alpha 1a.4	Sodium\potassium ATPase	3.37/62.85	7.5	3.2	22	−	−
**Genes Unchanged in 24 hpf ** ***fog^sk8^*** ** Mutant Embryos**									
1	*bactin1*	Beta Actin 1	Cytoskeleton	1.26/−1.8	3.6	1.7	6	+++	++++
2	*ccne*	Cyclin E	Cell cycle	1/1.87	9.8	2.0	12	++	−
3	*fkbp5*	FK506 binding protein 5	Protein folding	1/1.04	9.9	2.4	11	−	−

* GO/MAPP program-suggested gene function.

### ChIP analysis using the 8WG16 antibody in 24 hpf WT embryos reveals RNAPII distribution patterns on the differentially expressed genes

We next examined RNAPII distribution in 24 hpf WT embryos to determine the transcriptional status of the genes. The 8WG16 antibody was used in our experiments, as it has been successfully used to recognize RNAPII occupancy on the chromatin at both the 5′ and 3′ ends of genes in other species [43]. In general, the RNAPII occupancy pattern correlated well with that of Spt5. Among those that were upregulated in the *fog^sk8^* mutant embryo and also displayed significant Spt5 occupancy (indicating that their expression is repressed by Spt5), more RNAPII was detected at 5′ than 3′ end (Fig. 6A, 6D, and Table 1). This finding is consistent with the idea that the genes repressed by Spt5 are in a poised state of transcription. Among those that were downregulated in the *fog^sk8^* mutant embryo and also displayed significant Spt5 occupancy, significant occupancy of RNAPII was also detected at both 5′ and 3′ ends (Fig. 6B, 6D, and Table 1), indicating that these genes require the stimulatory activity of Spt5 for productive transcription in 24 hpf WT embryos. The genes that exhibited little Spt5 occupancy also showed little RNAPII occupancy, confirming that these genes are not transcriptionally active in 24 hpf WT embryos. Taken together, our results identify *gadd45b*, *fos*, *hsp70*, *tpbgl*, *smo*, *atf3*, *fst*, and *foxd5* as target genes that are repressed by Spt5 at the elongation step, and *lfng*, *tpma*, and *a2bp1-like* as target genes that are activated by Spt5 at the elongation step. Though genes such as fos and hsp70 have been known to be regulated by elongation, our results identify multiple critical developmental regulators such as *smo* (regulating Hedgehog signaling) [44], *fst* (regulating Transforming Growth Factor beta signaling) [45], and *lfng* (regulating Notch signaling) [46] as novel elongation targets of Spt5.

**Figure 6:**
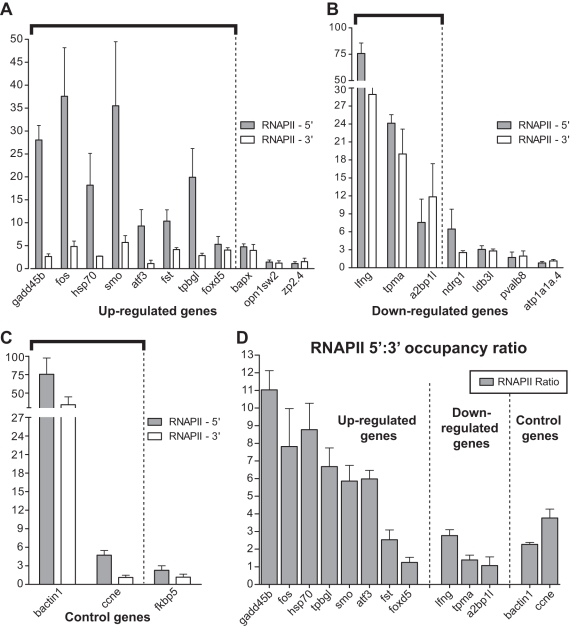
Distinct patterns of RNAPII occupancy at putative Spt5 target genes. (A–D) ChIP data showing RNAPII occupancy in 24 hpf WT embryos on the genes that are up-regulated in *fog^sk8^* embryos (A), genes that are down-regulated in *fog^sk8^* embryos (B), control genes (C), and the ratio of RNAPII occupancy at 5′ vs 3′ end (D). Y-axis values in the graphs represent fold RNAPII occupancy over fold mouse control serum occupancy. Arbitrary cutoff for detectable RNAPII fold occupancy over control serum is set at 5. Thick black bars highlight the genes that display significant RNAPII occupancy at either 5′ or 3′ end of the chromatin. The results shown are the average of at least three independent replicates. Error bars are SEM values.

### Analysis of RNAPII occupancy on putative Spt5 target genes in 24 hpf *fog^sk8^* embryos

Based on the above results and current model of transcription elongation, one might expect, in the *fog^sk8^* embryos, an increased occupancy of RNAPII at 3′ end of the genes whose transcription elongation is repressed by Spt5 in WT embryos. Alternatively, depletion of Spt5 may lead to a decreased association of RNAPII with the 5′ end of genes, due to a reduced level of promoter-proximal pausing, as has been observed in the case of NELF depletion [8]. To test these predictions, *in vivo* ChIP was carried out using RNAPII antibody in 24 hpf *fog^sk8^* embryos. Due to limited availability of *fog^sk8^* embryos, we focused on five genes, *hsp70*, *fos*, *gadd45b*, *fst*, and *smo*. The patterns of RNAPII occupancy in 24 hpf *fog^sk8^* embryos were shown in Fig. 7. For most genes tested, we observed significantly decreased RNAPII occupancy at 5′ end and no increase of occupancy at 3′ end, in comparison to that in WT embryos, consistent with the second prediction. One gene, *gadd45b*, however, fitted with the first prediction: RNAPII occupancy at its 5′ end was similar between WT and *fog^sk8^* mutant embryos, but RNAPII occupancy at its 3′ end was significantly increased in *fog^sk8^* embryos as compared to WT (Fig. 7). Reasons behind such differential patterns of RNAPII occupancy at different target genes were not clear (see Discussion). Taken together, our *in vivo* expression profiling and ChIP analyses indicate that Spt5 exerts dual activity in regulating mRNA expression and RNAPII occupancy *in vivo* and in a gene-specific manner.

**Figure 7:**
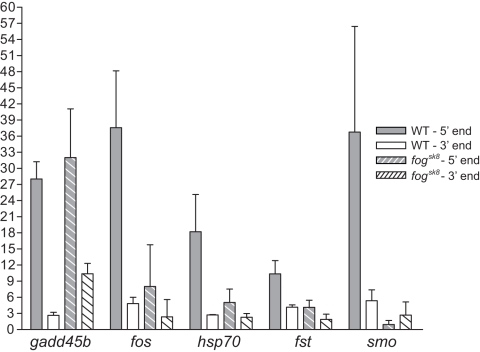
RNAPII occupancy on direct target genes of Spt5 in *fog^sk8^* mutant embryos reveals unexpected complexity and increased 3′ occupancy at the *gadd45b* locus. ChIP with RNAPII antibody in WT and *fog^sk8^* embryos on *gadd45b*, *fos*, *hsp70*, *fst*, and *smo* genes show that in *fog^sk8^* embryos, RNAPII occupancy is significantly increased at 3′ end of *gadd45b* without increase at 5′ end. Other genes tested showed reduction of RNAPII occupancy at 5′ ends but no change at 3′ ends in *fog^sk8^* embryos compared to WT. The results shown are the average of at least three independent replicates. Error bars are SEM values.

### *gadd45b* mRNA is globally increased leading to increased protein products in *fog^sk8^* embryos

The one gene that did show increased RNAPII occupancy in the *fog^sk8^* mutant, *gadd45b*, is regulated by multiple important cellular signaling pathways including NF-kB and JNK [47] and is involved in zebrafish somitogenesis [48]. To probe the significance of Spt5 regulation of this gene, we asked whether and where in the *fog^sk8^* embryos the de-repression of *gadd45b* results in overall mRNA increase, through whole-mount *in situ* hybridization. In 16 hpf WT embryos, *gadd45b* was strongly expressed in the developing somites, and such expression was largely normal in the *fog^sk8^* mutant (Fig. 8A–B). In 24 hpf WT embryos, *gadd45b* expression was detected in cells of pronephric ducts and weakly in posterior paraxial mesoderm and minimally elsewhere (Fig. 8C, 8E, 8G), revealing the dynamic nature of *gadd45b* expression in development. In 24 hpf *fog^sk8^* embryos, a global increase of *gadd45b* RNA (Fig. 8D, 8F, 8H), and protein (Fig. 8I) was detected, thus demonstrating the significance of Spt5 regulation of this gene.

**Figure 8:**
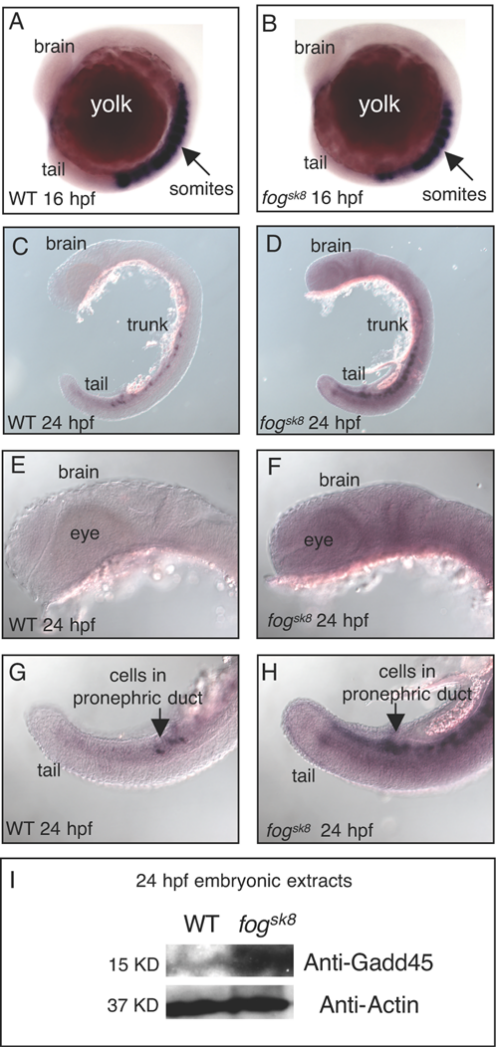
Global increase of *gadd45* mRNA and increased Gadd45b protein in *fog^sk8^* mutant embryos. (A–H) Whole-mount in situ hybridization using the *gadd45b* antisense probe in WT and *fog^sk8^* embryos at 16 hpf and 24 hpf. *gadd45b* expression is not increased at 16 hpf but shows widespread increase at 24 hpf in *fog^sk8^* embryos. (I) Western blot analysis of WT and *fog^sk8^* embryo extracts with commercially available anti-Gadd45b antibody and anti-Actin antibody shows significant increase of Gadd45b protein in *fog^sk8^* embryos at 24 hpf.

## Discussion

Spt5 has a demonstrated dual activity in regulating transcription elongation *in vitro* [21], and may regulate a large number of genes *in vivo* [28], [29], [49]. However, the prevalence and identity of genes whose expression is critically dependent on Spt5 are poorly defined in any *in vivo* system. In this study, we have carried out expression profiling of over 10,000 genes using a zebrafish zygotic null mutant, *fog^sk8^*. Maternally deposited *foggy/spt5* gene products have sustained *fog^sk8^* embryos to a developmental stage when sufficient amount of tissues are experimentally available and *foggy/spt5* gene products become significantly depleted. Our results show that a surprisingly small fraction of genes (<5%) are differentially expressed between WT and *fog^sk8^* embryos at 24 hpf. *In vivo* ChIP analyses with both Spt5 and RNAPII antibodies on a select set of genes further identify targets that are regulated either by the repressive or by the stimulatory activity of Spt5 at the level of transcription elongation. The observation that Spt5 associates with control genes confirm that Spt5 occupancy does not equate to functional necessity. Moreover, RNAPII occupancy patterns observed in *fog^sk8^* embryos emphasize the dynamic and complex nature of transcription regulation by Spt5 in a gene-specific manner *in vivo*.

### The prevalence of target genes that require Spt5 regulation in vertebrate development

Previous immunolocalization studies using Drosophila polytene chromosomes show that non-productively elongating RNAPII, together with Spt5, labels many chromosomal sites [28], [29]. Recent genome-wide analyses also find significant RNAPII occupancy at the 5′ end of many genes, whether or not their transcripts can be detected [5]–[7]. These studies imply that most, if not all, genes may be dependent on Spt5 for transcription regulation. In contrast to this view, our survey of over 10,000 genes at one developmental stage (24 hpf) reveals less than 5% of differentially expressed genes in *fog^sk8^* embryos. Several possibilities may explain why such a small fraction of genes show altered expression in *fog^sk8^* embryos: First, as localization does not always reflect functional dependence, it is possible that, although a much larger number of genes are bound by Spt5, only a fraction of them are critically dependent on its activity. Indeed, our ChIP analyses have found that Spt5 are associated with two genes whose expression is largely unchanged in *fog^sk8^* embryos. Second, despite significant reduction of Spt5 protein level in *fog^sk8^* embryos, some maternal proteins still remain, which could mask the identification of those genes whose expression is not particularly sensitive to Spt5 protein reduction. Although removal of maternal Spt5 will allow the test of this hypothesis, it may potentially lead to early death of embryos, rendering the experiments impossible to carry out. Third, since this expression profiling experiment cannot distinguish the relative contribution of maternal versus zygotic mRNA to the steady state mRNA levels, it remains possible that maternal mRNAs that are not yet degraded by 24 hpf could mask changes of Spt5-dependent zygotic gene expression. Finally, since only one developmental stage is examined in this study, it remains possible that a different set of genes and/or a much larger number of them may show altered expression in the mutant at other developmental stages. Interestingly, when we analyzed the expression of 21 candidate target genes in a hypomorphic mutation (the *fog^m806^* allele) at 48 hpf, 15 of the genes tested were unchanged while four (*fos*, *ndrg1*, *atp1a1a.4* and *pvalb*) showed similar trend as in *fog^sk8^* mutant (Supplemental Table S5). This observation suggests that the *fog^m806^* allele is likely to affect even smaller number of genes. Taken together, we suggest that, at the late segmentation stage of zebrafish development, only a small fraction of genes is critically dependent on Spt5 for transcription regulation, even though a large number of genes may recruit Spt5 to their chromatin.

### Target genes that are positively or negatively regulated by Spt5

In addition to previously known categories of inducible genes, our pathway analysis revealed that Spt5 target genes belong to diverse biological pathways and functions. Further studies are required to bridge the gap between the known function of the genes to the mechanism of their gene regulation at the elongation level, particularly to developmentally regulated genes. Our bioinformatics analyses reveal that genes repressed by Spt5 are significantly shorter in gene length. Two possibilities, not mutually exclusive, may account for this observation: First, as one distinct advantage of regulating transcription elongation is to allow rapid gene induction in response to extrinsic signals, genes that are regulated in this manner may have been selected during evolution to have shorter length, in order to further accommodate the need for accelerated transcription. Interestingly, genes with shorter introns and overall shorter gene length are hallmarks of immediate early (IE) genes. Since only three of the genes up-regulated in the *fog^sk8^* appear to be well- characterized IE genes (*gadd45b*, *fos* and *jun*), further studies are required to determine if other genes represented in this category also function as IE genes. 

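Some genes of the immediate early class, which respond to signals without new protein synthesis, rose in *fog sk8* embryos. Of 36 such genes, 6 rose and 0 fell (8 and 0 when adjusted over the list alone). In leave-one-out fits, the number that rose was 3 without WT replicate 1 or 2 or *fog sk8* replicate 1 or 2. It was 9 without *fog sk8* replicate 3 and 11 without replicate 3 of both groups, an alternative chosen after the data were seen. *gadd45ga*, of the *gadd45* family, rose from a log2 value of 5.84 ± 0.21 in WT to 7.58 ± 0.19 in *fog sk8* embryos (SD, n = 3, adjusted p = 0.00245). *egr2b*, a zinc finger factor of the hindbrain, rose too (log2 fold change 1.71, SE 0.32, adjusted p = 0.0218), a call lost without WT replicate 1 or 2 or *fog sk8* replicate 1 or 2 (adjusted p = 0.0557 to 0.0681). Of 6 genes whose symbol starts with *gadd45*, which include *gadd45gip1*, 3 rose and 0 fell, also when adjusted over the list alone. Those that rose were *gadd45ba*, *gadd45bb* and *gadd45ga*. The immediate early list had a median of 0.54 (camera adjusted p = 0.00237, and adjusted p = 0.311 with an estimated correlation). *jun* had a log2 fold change of 0.86 (SE 0.076) on its brighter probe set (adjusted p = 0.0029), under the 2-fold minimum, and rose on the other probe set (log2 fold change 1.12, SE 0.14, adjusted p = 0.00805). *junba* had a log2 fold change of 1.33 (SE 0.66) at an adjusted p of 0.235, passed the test without *fog sk8* replicate 3 (log2 fold change 2.11, adjusted p = 0.00787), and was at 0.86 without *fog sk8* replicate 2. *junbb* had a log2 fold change of 0.96 (SE 0.18) at an adjusted p of 0.022, and reached 2-fold without *fog sk8* replicate 3 (log2 fold change 1.14, adjusted p = 0.0145).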

Second, since the severe depletion of Spt5 in *fog^sk8^* embryos lead to deficits of not only the repressive but also the stimulatory activity, it is possible that the genes with longer length are not up-regulated in *fog^sk8^* embryos because of their dependency on both the repressive as well as the stimulatory activity of Spt5.

Our expression profiling together with *in vivo* ChIP analyses at one developmental stage have identified two non-overlapping sets of target genes: those that are negatively regulated by Spt5 and those that are positively regulated by Spt5. Are there indeed two distinct populations of genes that differentially require Spt5 activity *in vivo*? We suggest not. First, this study found that *hsp70* belongs to the group that is negatively regulated by Spt5. Under heat stimulus, however, it has been previously shown that *hsp70* induction also depends on Spt5 [32]. Thus, one gene may require both the repressive and the stimulatory activity of Spt5, depending on developmental states or surrounding environmental signals. Spt5 is shown to be phosphorylated by the positive elongation kinase P-TEFb [14], [34], [36]–[38], and such phosphorylation is proposed to act as a switch that converts Spt5 from a repressor to an activator [34]. Although such model remains to be tested *in vivo*, it supports the idea that Spt5 and transcription elongation are dynamically regulated *in vivo*, and same set of genes may be regulated by the repressive and stimulatory activity of *foggy/Stp5*, depending on the *in vivo* states.

### Dynamics and complexity of regulated transcription elongation *in vivo*

Our ChIP analyses in *fog^sk8^* embryos reveal decreased RNAPII occupancy along the chromatin of four genes (*fos*, *hsp70*, *fst*, and *smo*) among total five genes tested. Since the transcripts of these genes are increased in *fog^sk8^* embryos at 24 hpf, together with the demonstrated RNAPII and Spt5 occupancy on these genes in WT embryos, one possible explanation is that increased 3′ RNAPII occupancy may have occurred at an earlier developmental stage, coinciding with the onset of transcript increase from these genes. Because of Spt5 depletion, promoter-proximal association of RNAPII was reduced subsequently in *fog^sk8^* mutant embryos, resulting in observed decrease of RNAPII occupancy at 24 hpf. Indeed, it has been shown in yeast that Spt4-5 complex is important for stabilizing RNAPII on the chromatin template under normal and DNA-damage inducing conditions [50]. Similar reduction of promoter-proximal associated RNAPII has also been observed after NELF knockdown in Drosophila [8].

Among all the up-regulated genes subjected to ChIP analysis, *gadd45b* showed increased RNAPII occupancy at the 3′ end in the *fog^sk8^* mutant embryos. It also exhibited highest Spt5 occupancy at the 5′ end in WT (Figure 5A). In addition, the onset of *gadd45b* mRNA increase in *fog^sk8^* embryos may be rather close to 24 hpf, since no increase in *gadd45b* mRNA was detected in 16 hpf *fog^sk8^* embryos. These observations may explain why *gadd45b* displays increased RNAPII occupancy patterns in *fog^sk8^* embryos. The significantly up-regulated Gadd45b protein levels suggest that the produced *gadd45b* transcripts can be translated *in vivo*. In zebrafish, overexpression of *gadd45b* by mRNA injection at the 1-cell stage leads to somite segmentation defect and a down-regulation of *myoD* [48]. Since *gadd45b* was not misexpressed in *fog^sk8^* embryos until late segmentation stages, *fog^sk8^* embryos do not show obvious segmentation defects and no reduction in *myoD* transcript levels was observed in our expression profiling analysis. Thus, understanding the contribution of overexpressed *gadd45b* or any other target genes to the *fog^sk8^* mutant phenotype would require a precise determination of temporal profiles of their expression in the *fog^sk8^* mutant, followed by conditional knockdown or overexpression of these target genes with temporal control.

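*myod1*, which encodes MyoD, read 5.02 ± 0.53 on the log2 scale in WT and 5.46 ± 0.42 in *fog sk8* embryos (SD, n = 3), a log2 fold change of 0.44 (SE 0.33) at an adjusted p of 0.409. It was 0.75 without WT replicate 2, 0.28 without WT replicate 3 and 0.21 without *fog sk8* replicate 1. *myog*, the myogenic factor that acts after it, had a log2 fold change of 0.53 (SE 0.37) at an adjusted p of 0.383, and of 0.10 without WT replicate 3. On replicate 3, the regulators of muscle formation deviated from the group mean by a median of −0.27 in WT and −0.051 in *fog sk8* embryos. Of 12 regulators of muscle formation, 1 rose and 0 fell, also when adjusted over the list alone, and the gene that rose was *six4b*, a homeobox gene (log2 fold change 1.47, SE 0.21, adjusted p = 0.00962). Over the 12 genes the median was −0.0079, above 0 after centring each array on its median, and the mean 0.037 (camera adjusted p = 0.494). Of 25 genes of somite segmentation, 1 fell and 0 rose, also when adjusted over the list alone, and the gene that fell was *lfng*. With 1 array left out, 2 fell without *fog sk8* replicate 1. Their median was 0.013 and their mean −0.10 (camera adjusted p = 0.163).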

How might the control of *gadd45b* expression by Spt5 fit into the known regulation of *gadd45b? Gadd45b* is regulated by NF-kappaB [51] and TGF-beta [52] in mammalian cell cultures, though its *in vivo* regulation is poorly understood. Future studies are required to elucidate any potential interaction between Spt5 and the NF-kB and/or TGF-beta pathway members to understand the interplay between DNA binding transcription factors and elongation regulation of *gadd45b*. It has been previously suggested that *gadd45* falls into the category of ‘preset’ genes whose upregulation is independent of changes in chromatin structure (by binding of transcription factors), or synthesis of new transcription factors, or stimuli-induced DNA-protein interactions [53]. Hence, it is tempting to speculate that the elongation control of *gadd45b* by Foggy/Spt5 is the switch that regulates these ‘preset’ genes. Transcription elongation control of such ‘preset’ genes might be crucial to integrate signals from multiple pathways (*gadd45b* controlled by NF-kB and TGF-b) to coordinate regulation of important signaling pathways that ultimately determine cell fate and survival.

Taken together, our findings provide the first comprehensive view of *in vivo* target genes whose transcription is critically dependent on Spt5 both positively and negatively during vertebrate development. Further studies are required to elucidate the complexities of elongation regulation through Spt5 *in vivo*, as well as to determine the significance of such regulation on individual target genes and their associated pathways.

## Materials and Methods

### Zebrafish strains and husbandry

Wild-type AB and *fog^sk8^* embryos were obtained through natural spawning and were maintained and staged according to established procedures [54]. The use of zebrafish was approved by UCSF ethics committee.

### Total RNA isolation and quantitative RT-PCR

Equal number of embryos (WT siblings vs. *fog^sk8^* mutants) at 24 hpf was dechorionated manually or by Pronase K treatment. Trizol (Invitrogen) was used to extract total RNA that was DNase-treated (Qiagen) to minimize contamination by genomic DNA during qRT-PCR. To obtain cDNA, total RNA was reverse-transcribed using oligodT and Superscript (Invitrogen). Equal amount of cDNA was used in SybrGreen qPCR mastermix system (Applied Biosystems) with appropriate primers (Supplemental Table S2). All plates contained at least two-well duplicates for each primer and cDNA condition. Cycle values were averaged between the duplicates and normalized to control primer values. WT fold values were compared to *fog^sk8^* mutant fold values and expressed as fold upregulated or downregulated in *fog^sk8^* embryos. At least two independent replicates were performed for each primer set.

### Microarray Data Analysis

Microarray hybridization was performed at the NINDS microarray consortium using zebrafish Affymetrix oligonucleotide arrays. Three independent replicates for each sample were performed. Gene intensity values for the Affymetrix Zebrafish Genome Array CEL files were obtained using the GC-RMA package from Bioconductor [55]. To identify genes with relative changes in steady-state mRNA levels between WT and *fog^sk8^* mutants, a fold change was calculated from these log2 intensity values along with a student *t test p* value. Genes with 2 fold change in expression and *p*<0.05 were clustered using the program HOPACH (hierarchical ordered partitioning and collapsing hybrid), with uncentered correlation distance [56], [57]. Associations with Gene Ontology, GenMAPP [58] and PANTHER [59]pathways were obtained using MAPPFinder 2.0 [42], a part of the GenMAPP 2.1 [41] application package and further filtered and annotated using the program GO-Elite (http://www.genmapp.org/go_elite/go_elite.html). The raw image and processed expression of our microarray dataset is posted at NCBI's Gene Expression Omnibus database (GSE12826). To determine relative differences in gene length parameters, a custom python script was written that links microarray probe set data to gene structural information from the Ensembl database (PMID: 17148474) obtained through BioMart [60]. Probe set annotations to Ensembl genes obtained from BioMart were augmented with those directly from Affymetrix (http://www.affymetrix.com). In this script, fold changes were calculated by comparing the mean length of distinct gene features (genomic, exon and intron lengths/number) or gene expression between upregulated or downregulated Ensembl-linked genes compared to all genes on the microarray. For each parameter, a permutation *p* value was calculated by randomizing the selection of input probe sets 10,000 times and re-calculating and storing the mean fold changes for both up and down regulated sets to determine the probability that the original fold occurs by chance alone.

### Chromatin Immunoprecipitation (ChIP) Assay

WT embryos at 24 hpf were dechorionated by Pronase treatment and washed thoroughly. Embryos were fixed in 1.5% formaldehyde for 20 minutes and then homogenized 25 times in 5× extraction buffer with protease inhibitors on ice. Sonication was carried out with Branson sonifier 250 on an ice bath for 10 times, 10 seconds each with 20 second breaks. Sonicated samples were then centrifuged at 14k rpm at 4°C for 30 minutes to separate the pellet from the supernatant. The supernatant was immunoprecipitated with the following antibodies: 8WG16 Ab-1∶40 (Covance Research Products), Anti-Spt5 antibody 1∶10, and control sera -Normal mouse serum-1∶100 (Sigma) and Rabbit pre-immune serum (1∶10) for 2–4 hours in the cold room. Protein A Sepharose (Sigma) beads were added to the samples and left on overnight. The next day, extensive washing with different buffers were performed before eluting the beads at 65°C for 20 minutes. Proteinase K and RNase were added to the eluates and reverse-crosslinked overnight at 65°C. Phenol/chloroform extraction followed by ethanol precipitation was performed. The immunoprecipitated DNA was immediately used for qPCRs with appropriate primers (Supplemental Table S4). All cycle values were first normalized to input values before comparing control samples to immunoprecipitated samples. These values were represented as fold occupancy over control values. The procedure was performed similarly for *fog^sk8^* embryos.

### Whole mount in situ hybridization and immunocytochemistry

Whole-mount *in situ* hybridization was performed as previously described [61]. Plasmid containing *pBS-gadd45b* was obtained from ZIRC, and antisense probe was made using T7 RNA polymerase (Ambion). Whole-mount immunocytochemistry was performed similarly with appropriate antibodies (8WG16 ab- 1∶100; Anti-zfSpt5 antibody – 1∶5000; CTD4H8 –AF488 – 1∶2500) and fluorescent secondary antibodies. Images were taken with Zeiss epi-fluorescent and confocal microscopes.

### Western Blot

Dechorionated embryos were fixed in 1.5% formaldehyde for 20 minutes and homogenized before addition of 2× SDS loading buffer. Equal amounts of the extracts were loaded on to the wells of the gel. Primary antibodies (Anti-Foggy antibody-1∶6000; Anti-Actin antibody – 1∶2000; Anti-Gadd45b antibody – 1∶100) and secondary antibody conjugated to horse-radish peroxidase (HRP) were used. The ECL kit (Amersham) was used to visualize the protein bands transferred from the blot to film.

## Supporting Information

Figure S1 (0.88 MB DOC)

Table S1 (0.03 MB DOC)

Table S2 (0.04 MB DOC)

Table S3 (0.08 MB DOC)

Table S4 (0.05 MB DOC)

Table S5 (0.04 MB DOC)

# Supplementary material for: Identification of Spt5 Target Genes in Zebrafish Development Reveals Its Dual Activity In Vivo
**Source:** PLoS One. 2008 Nov 3;3(11):e3621. doi: 10.1371/journal.pone.0003621
**Supplement:** Figure S1 — (0.88 MB DOC)

**
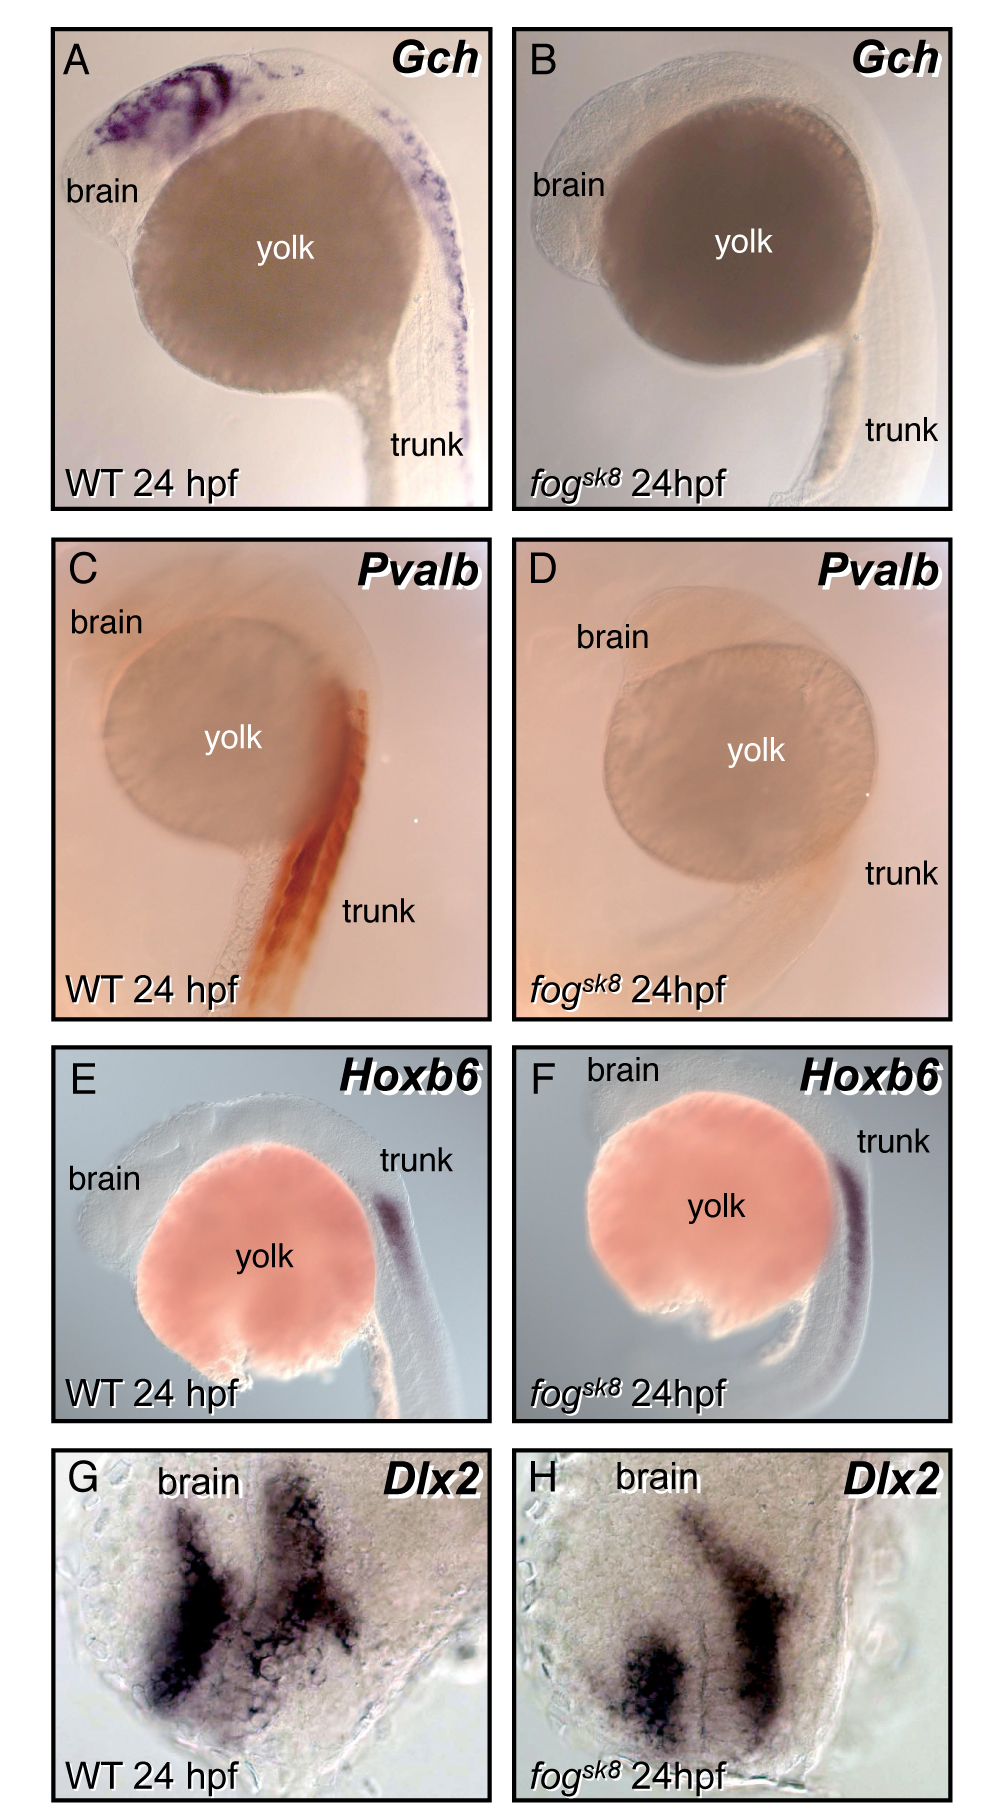
**

**Supplemental Figure 1.** Whole mount in situ hybridization validation of candidate genes in WT (A, C, E, G) and *fogsk8* (B, D, F, H) embryos at 24hpf. gch (A, B) and pvalb (C, D) are not expressed (357 fold and 17 fold down-regulation in the array) in fog sk8 embryos. hoxB6 (E, F) expression is up-regulated 2.2 fold while dlx2 (G, H) expression is not changed in *fogsk8* embryos.

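*gch2*, the gene read as *gch*, fell from a log2 value of 10.54 ± 0.40 in WT to 2.22 ± 0.46 in *fog sk8* embryos (SD, n = 3), which is the floor of the values. Of 9 parvalbumin genes, 2 fell and 0 rose (4 and 0 when adjusted over the list alone), *pvalb8* and *pvalb1*. *pvalb1* had a log2 fold change of −4.48 (SE 0.91, adjusted p = 0.0261), and its call was lost without WT replicate 1 or 2 or *fog sk8* replicate 1 or 2 (adjusted p = 0.0581 to 0.0793). The number that fell was 1 without WT replicate 1 or 2 or *fog sk8* replicate 1 or 2. With the replicate number as a block, 5 of the 9 fell, among them *pvalb2* (adjusted p = 0.00696, against 0.0587 without the block), *pvalb3* (adjusted p = 0.00337, against 0.199 without the block) and *pvalb4* (adjusted p = 0.0147, against 0.407 without the block). *pvalb2* also passed without *fog sk8* replicate 3 (log2 fold change −3.33, adjusted p = 0.0207). Its probe set is the one that Table S4 gives for *pvalb8*, whereas the values of *pvalb8* here are those of the probe set in Table S1. *hoxb6b* rose (log2 fold change 1.73, SE 0.27, adjusted p = 0.0133), as did its paralog *hoxb6a* (log2 fold change 1.09, SE 0.17, adjusted p = 0.0129), which did not reach 2-fold without WT replicate 2 or *fog sk8* replicate 2 (log2 fold change 0.95 to 0.99). *dlx2a*, a homeobox gene of the forebrain, had a log2 fold change of 0.30 (SE 0.066) at an adjusted p of 0.0323, under the 2-fold minimum, and *dlx2b* of −0.088 (SE 0.089) at an adjusted p of 0.544.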

# Supplementary material for: Identification of Spt5 Target Genes in Zebrafish Development Reveals Its Dual Activity In Vivo
**Source:** PLoS One. 2008 Nov 3;3(11):e3621. doi: 10.1371/journal.pone.0003621
**Supplement:** Table S1 — (0.03 MB DOC)

| **Supplementary Table 1 Gene Expression Validation by Quantitative RT-PCR** | | | | |
| --- | --- | --- | --- | --- |
| **Genes upregulated in f*ogsk8* embryos** | | |  |  |
| **#** | **Array Probe ID** | Genes | **QRT-PCR folds** | **Array folds** |
| 1 | Dr.592.1.S1_at | foxd5 (Forkhead box D5) | 10.77 | 9.83 |
| 2 | Dr.15991. 1.S1_at | Hypothetical protein | 4.40 | 6.56 |
| 3 | Dr.1378.2.S1_a_at | gadd45b (Growth arrest and DNA-damage-inducible gene, beta) | 6.07 | 6.34 |
| 4 | Dr.12986.2.S1_at | fos (v-fos viral oncogene) | 8.44 | 5.68 |
| 5 | Dr.20198.2.S1_x_at | hsp70 (heat shock protein 70) | 2.32 | 5.60 |
| 6 | Dr.21063.1.A1_at | bapx (NK3 homeobox 2) | 4.62 | 4.62 |
| 7 | Dr.15033.1.S1_at | Hypothetical protein | 7.33 | 4.00 |
| 8 | Dr.13076.1.S1_at | plekhf1 (Pleckstrin homology domain containing, family F member 1) | 3.19 | 3.87 |
| 9 | Dr.23439.4.S1_at | zp2.4 (Zona pellucida glycoprotein 2.4) | 6.02 | 3.74 |
| 10 | Dr.5725.1.S1_at | hoxB6b (homeo box B6b) | 3.84 | 3.31 |
| 11 | Dr.25206.1.S1_at | tpbgl (Trophoblast glycoprotein-like) | 2.37 | 3.24 |
| 12 | Dr.18282.6.A1_at | khdrbs1 (KH domain containing, RNA binding, signal transduction associated 1) | 5.94 | 2.97 |
| 13 | Dr.8097.1.S1_at | opn1sw2 (Opsin 1, short-wave-sensitive 2) | 7.81 | 2.72 |
| 14 | Dr.12334.1.A1_at | Hypothetical protein | 4.24 | 2.35 |
| 15 | Dr.198.1.S1_at | fst (Follistatin) | 2.07 | 2.25 |
| 16 | Dr.15833.1.A1_at | rpb1 (RNA Polymerase II) | 3.71 | 2.17 |
| 17 | Dr.24766.1.S1_at | smo (smoothened homolog) | 2.12 | 2.02 |
| 18 | Dr.14282.1.S1_at | atf3 (activating transcription factor 3) | 1.89 | 2.00 |
| 19 | Dr.24669.1.S1_at | gtf2A (General transcription factor IIA) | 3.61 | 1.82 |
| **Genes downregulated in f*ogsk8* embryos** | | |  |  |
| 1 | Dr.14668.1.S1_at | gch1 (GTP cyclohydrolase I) | 899.50 | 320.56 |
| 2 | Dr.20928.1.S1_at | pvalb1d (Parvalbumin 1d) | 21.47 | 22.35 |
| 3 | Dr.23350.1.S1_at | pvalb8 (Parvalbumin 8) | 12.23 | 17.62 |
| 4 | DrAffx.1.52.S1_at | a2bp1l (ataxin 2 binding protein 1-like) | 7.83 | 10.69 |
| 5 | Dr.12107.1.A1_at | ndrg1 (N-myc downstream regulated gene 1) | 8.47 | 6.04 |
| 6 | Dr.11483.1.S1_at | ldb3l (LIM domain binding 3-like) | 3.44 | 3.64 |
| 7 | Dr.10719.1.S1_at | atp1a1a.4 (ATPase, Na+/K+ transporting, alpha 1a.4) | 62.85 | 3.37 |
| 8 | Dr.1831.1.S1_at | lfng (Lunatic fringe homolog) | 3.68 | 3.00 |
| 9 | Dr.20815.1.S1_at | tpma (Alpha tropomyosin) | 3.41 | 2.86 |
|  |  |  |  |  |
| **Control genes** | | | | |
| 1 | Dr.25213.1.S1_at | bactin1 (Beta actin 1) | -1.80 | 1.26 |
| 2 | Dr.1347.1.S1_at | rpl4 (Ribosomal protein L4) | 1.00 | 1.00 |
| 3 | Dr.2675.1.A1_at | fkbp5 (FK506 binding protein 5) | 1.00 | 1.04 |
| 4 | Dr.29.1.S1_at | ccne (Cyclin E) | 1.87 | 1.03 |

# Supplementary material for: Identification of Spt5 Target Genes in Zebrafish Development Reveals Its Dual Activity In Vivo
**Source:** PLoS One. 2008 Nov 3;3(11):e3621. doi: 10.1371/journal.pone.0003621
**Supplement:** Table S2 — (0.04 MB DOC)

| **Supplementary Table 2 Primers for Quantitative RT-PCR** | | | | |
| --- | --- | --- | --- | --- |
| Genes up-regulated in *fogsk8* embryos | |  |  |  |
| **#** | **Probe ID** | **Genes** | **Forward Primer** | **Reverse Primer** |
| 1 | Dr.592.1.S1_at | foxd5 | GGTGCTCATTCAGCATTGACAGCA | ACCATCCGAAGAGTCTCCGAGAAA |
| 2 | Dr.15991. 1.S1_at | Hypothetical protein | TGACCGACTCTAATGCTGTCCTCA | TGCTGTTGCTGTGTTTATGGGCTG |
| 3 | Dr.1378.2.S1_a_at | gadd45b | TAGCGGAGGAACAAGTTGTGGGAA | ATGTTCGTCCCGCATTCAGCGATA |
| 4 | Dr.12986.2.S1_at | fos | AAACGACGTCTTCCCGACATCAGT | TGTGGCAGGCATGTATGGTTCAGA |
| 5 | Dr.20198.2.S1_x_at | hsp70 | CCTGGAGTCTTACGCCTTCAACAT | CCCTGGTAGAGTTTGGAGATGACT |
| 6 | Dr.21063.1.A1_at | bapx | TCTGTCGCTGCAGCCCTCTTATTA | GGCGTGTTCGGTAAACGAAAGTCT |
| 7 | Dr.15033.1.S1_at | Hypothetical protein | GAGGGAAAGGCAGGAGTAAGAAGG | GGACCACAATCCGGTTTCTTTCGTC |
| 8 | Dr.13076.1.S1_at | plekhf1 | ACCTGTGAGGGTTTGCCGAAATTG | AGTACGCAGAGAAACTGTCCTCCT |
| 9 | Dr.23439.4.S1_at | zp2.4 | AGTGTGCTACCCTTCAGCTACTCA | CACCACGGCAGTGTCATCAGAAAT |
| 10 | Dr.5725.1.S1_at | hoxb6b | AACAGGCATCGAACTCACCTCTGT | AACACACGTGGACTGAATACAGGA |
| 11 | Dr.25206.1.S1_at | tpbgl | AAGAAGCGGATTTACGACATGCGG | ACATCGGCTGTTGAAGACACTTGC |
| 12 | Dr.18282.6.A1_at | khdrbs1 | TGAGCATTAGCACGCAGTTTCCTG | ACTGTCTGAACCCAAGAGTAGTT |
| 13 | Dr.8097.1.S1_at | opn1sw2 | TAACCTCATTCTGCGGACGAACCA | CATGTTCAGCAAGCCAAGACCAAG |
| 14 | Dr.12334.1.A1_at | Hypothetical protein | GTCAATGGTCACCTGTTTCCAGCA | GCGTCAGGCATATCCAAATGTTGC |
| 15 | Dr.198.1.S1_at | fst | ACAACACCACGTATCCCAGTGAGT | TTGCTGGGCAGCATTGGATTGTCT |
| 16 | Dr.15833.1.A1_at | rpb1 | ATGCTTGAACAGTAGAGGGCGACA | AGCTGCTCTCCCTAATGCAGTCTA |
| 17 | Dr.24766.1.S1_at | smo | AGAATTCAGGCCTTCGTGTCCACT | TTAGGTTGCCATGAGCTTTGCTGG |
| 18 | Dr.14282.1.S1_at | atf3 | CAGCCCTGTGACTGCATTGCCTAATA | GGAAACAAACAAACTAGATGACGCCTGC |
| 19 | Dr.24669.1.S1_at | tfIIa | CGTGGTTCTGTGCATTGTGGAGTT | CTGAAAGGCACAAACAAGGAGC |
| Genes down-regulated in *fogsk8* embryos | | |  |  |
| 1 | Dr.14668.1.S1_at | gch1 | TCGCAGACTTCAAGTTCAAGAGCG | TAAGGGATGGAAGTGTGATCACTGCG |
| 2 | Dr.20928.1.S1_at | pval1d | ACACCTCGACTAGCTCCTTTGCTT | GCACATGCCAGTGGGCTTGAAATA |
| 3 | Dr.23350.1.S1_at | pvalb8 | AACTCATCCGTCTGGACACTCGAT | CATGTGCGCTCTCTACATGTCCAA |
| 4 | DrAffx.1.52.S1_at | a2bp1l | ACCGCCACATACAGTGATGGGTAA | AACTCCATAAGTGGTTGTGGGTCC |
| 5 | Dr.12107.1.A1_at | ndrg1 | ACCAATCAGTTCTGACTGTGCTGC | TGGCGTAAATGCTCTCCGACTACT |
| 6 | Dr.11483.1.S1_at | ldb3k | GCCTGTCTGCACAGATCCTAAACA | TGATTCCTGGTTGAATGCTGCCTC |
| 7 | Dr.10719.1.S1_at | atp1a1a.4 | CAGGCATGGACATTGCAGTCAGAA | CTGGATTCCGTCGCAGGATGTATT |
| 8 | Dr.1831.1.S1_at | lfng | TGCCTCGGTATCTGAAAGGCATGA | CACCAGGCAGGAAGGAACTGTTTA |
| 9 | Dr.20815.1.S1_at | tpma | GCTCCTTCTCATCACCTCATGTTG | CCTGCACTGTGGATTCCTATGGTA |
| Control genes | |  |  |  |
| 1 | Dr.25213.1.S1_at | bactin1 | TGGCATTGCTGACCGTATGCAGAA | AGCACTTCCTGTGAACGATGGATG |
| 2 | Dr.1347.1.S1_at | rpl4 | CATTCGTCCTGCAAACCGCAAGAT | AGCCTTGGTCTTCTTCACAACCCT |
| 3 | Dr.2675.1.A1_at | fkbp5 | TAAGCCGCTACGCACAGGTTGTAT | ATGAATGCCAGTCGGAGAGCTGAA |
| 4 | Dr.29.1.S1_at | ccne | TATCCGCTAGTGGACATTGAGAGC | AAGAGATGGTGCTCTCTGGCTTCT |

# Supplementary material for: Identification of Spt5 Target Genes in Zebrafish Development Reveals Its Dual Activity In Vivo
**Source:** PLoS One. 2008 Nov 3;3(11):e3621. doi: 10.1371/journal.pone.0003621
**Supplement:** Table S3 — (0.08 MB DOC)

a. Genes that are associated with the FGF, BMP, Wnt signaling pathways were identified through GO terms and/or gene symbol and collected in this table.

Most of these genes are not differentially expressed in *fogsk8*embryos at 24 hpf.

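Of the 27 BMP probe sets of Table S3, 1 fell and 0 rose, and 9 had an unadjusted p under 0.05, as did 4885 of all 15502. The gene that fell was the ligand *bmp5* (log2 fold change −1.16, SE 0.10, adjusted p = 0.00305), also when adjusted over the list alone. At an adjusted p under 0.05 and any fold, 3 probe sets were lower, *bmp5* among them, and 1 higher, where 16.9% of all probe sets passed. The higher was another ligand, *bmp2b*, at less than 2-fold (log2 fold change 0.74, adjusted p = 0.00963). The log2 fold changes of the BMP probe sets ranged from −1.16 to 0.90, and 12 of the probe sets had a mean log2 value under 4. Their median over 25 genes was 0.052 (camera adjusted p = 0.77, direction down against all other genes). The study collected this list on this array, so its count is not independent evidence.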

b. The mean expression level of genes in WT is categoized from 1-14, with 1 being lowest, and 14 being highest.

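The level that Table S3 gives for each gene is the mean log2 value of its probe set over the 3 WT arrays, and the values computed here differed from it by at most 0.0049, within the rounding of the table. On this log2 scale a step of 1 is a 2-fold difference in signal. The lowest was that of the ligand *wnt1*, at 1.49, and the highest that of *ck2b*, a subunit of casein kinase 2, at 10.04. Levels of different probe sets also depend on their probes, so the order of genes on this scale is approximate.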

# Supplementary material for: Identification of Spt5 Target Genes in Zebrafish Development Reveals Its Dual Activity In Vivo
**Source:** PLoS One. 2008 Nov 3;3(11):e3621. doi: 10.1371/journal.pone.0003621
**Supplement:** Table S4 — (0.05 MB DOC)

| **Supplementary Table 4. Primers for ChIP analysis** | | | | |
| --- | --- | --- | --- | --- |
| **#** | **ProbeID Number** | **Gene Symbol** | **5' - Forward primer** | **5' - Reverse Primer** |
| 1 | Dr.1378.2.S1_a_at | gadd45b | CGAGCAAAGGAATACTGCAACTCC | ATCCAACGACTTCTTCCAGGGTCA |
| 2 | Dr.12986.2.S1_at | fos | AGAGCAGCAGACGAGCAAGGAAAT | CTGAGTCTGGTTGAGCGGGTAATA |
| 3 | Dr.20198.2.S1_x_at | hsp70 | CCAGCATAGACTTCGCGATAGAAC | GTCAGGCGTATTGATGGCTTGTTG |
| 4 | Dr.198.1.S1_at | fst | CAGCACTGCCTGAGTAAGAAGA | GCTGACGCTTTAGCATCCTTAGCA |
| 5 | Dr.24766.1.S1_at | smo | AGTGGATCCATGGTCTTCATCCGA | TCTGGGACTGGGACTGTAACTTGA |
| 6 | Dr.10032.1.S1_at | atf3 | AGCCGGCGACAACTGTAACTTTAG | ATGCCGTCTCTTACCTGGTTGTGT |
| 7 | Dr.25206.1.S1_at | tpbgl | AGTGAAGTTAAGAGGGAGGAGCAC | GTCCACGGGCAAACATGGTGAAAT |
| 8 | Dr.592.1.S1_at | foxd5 | ATGACCCTCTCGCAGGATTACGAA | AGGCTTGACGGAGGAGCTTTGTTT |
| 9 | Dr.21063.1.A1_at | bapx | TCGATGGACCGCGTAATCTTAACC | CACGCGCTCTTTGAGAAACACACA |
| 10 | Dr.23439.4.S1_at | zp2.4 | GTTTCTGGGACTTTGTGCCTGGTT | CACTTTGCTGCACCGTCAATCCAT |
| 11 | Dr.8097.1.S1_at | opn1sw2 | TGAGAGGGAGGTGACAAAGATGGT | ACGGGATTGTACACTGTAGAGGCT |
| 12 | Dr.1831.1.S1_at | lfng | AGCAGTCGGATGACACGCTTGTTT | CTGCGAGAGAAACAACAGAAACCC |
| 13 | Dr.20815.1.S1_at | tpma | GAAGCCTCTCTCAGTCCAGTGTTT | TCGAGCTTGAGCATCTGCATCTTC |
| 14 | DrAffx.1.52.S1_at | a2bp1l | TCCTACTGTGATCCTTCAGCCCTA | TTTACCTGAACAATGCCGGG |
| 15 | Dr.12107.1.A1_at | ndrg1 | CCGGACATTAAACGGGTAAGTCGT | AGCTATCTTCCTCGATATCACGTC |
| 16 | Dr.11483.1.S1_at | ldb3l | ATCCCGACTGGAGTGAGAACAACT | GGAGATGGTCAGGGACATGTTGAA |
| 17 | Dr.460.1.A1_at | pvalb8 | TTAGTTAGGTGGGTAATCTGAGCGCC | TCCGGCAGGTGAATGAACAGAAGA |
| 18 | Dr.10719.1.S1_at | atp1a1a.4 | TTTGCATGGCCAGACAGACACTTG | CCAACCAGTTCACCAGCATCCAAA |
| 20 | Dr.29.1.S1_at | ccne | ATGCTGCCTGCTTACAGACTACTG | TCCAAGGGTATCCTCGACTGCAAA |
| 21 | Dr.2675.1.A1_at | fkbp5 | CCCACGTTCACAAACACACTGCTT | GCACAGCAGCATCAGTGAATACCA |

| **#** | **ProbeID Number** | **Gene Symbol** | **3'- Forward Primer** | **3' - Reverse Primer** |
| --- | --- | --- | --- | --- |
| 1 | Dr.1378.2.S1_a_at | gadd45b | TAGCGGAGGAACAAGTTGTGGGAA | ATGTTCGTCCCGCATTCAGCGATA |
| 2 | Dr.12986.2.S1_at | fos | AAACGACGTCTTCCCGACATCAGT | TGTGGCAGGCATGTATGGTTCAGA |
| 3 | Dr.20198.2.S1_x_at | hsp70 | CCTGGAGTCTTACGCCTTCAACAT | CCC TGG TAG AGT TTG GAG ATG ACT |
| 4 | Dr.198.1.S1_at | fst | ACAACACCACGTATCCCAGTGAGT | TTGCTGGGCAGCATTGGATTGTCT |
| 5 | Dr.24766.1.S1_at | smo | AGAATTCAGGCCTTCGTGTCCACT | TTAGGTTGCCATGAGCTTTGCTGG |
| 6 | Dr.10032.1.S1_at | atf3 | CAGCCCTGTGACTGCATTGCCTAATA | GGAAACAAACAAACTAGATGACGCCTGC |
| 7 | Dr.25206.1.S1_at | tpbgl | AAGAAGCGGATTTACGACATGCGG | ACATCGGCTGTTGAAGACACTTGC |
| 8 | Dr.592.1.S1_at | foxd5 | GGTGCTCATTCAGCATTGACAGCA | ACCATCCGAAGAGTCTCCGAGAAA |
| 9 | Dr.21063.1.A1_at | bapx | TCTGTCGCTGCAGCCCTCTTATTA | GGCGTGTTCGGTAAACGAAAGTCT |
| 10 | Dr.23439.4.S1_at | zp2.4 | AGTGTGCTACCCTTCAGCTACTCA | CACCACGGCAGTGTCATCAGAAAT |
| 11 | Dr.8097.1.S1_at | opn1sw2 | TAACCTCATTCTGCGGACGAACCA | CATGTTCAGCAAGCCAAGACCAAG |
| 12 | Dr.1831.1.S1_at | lfng | TGCCTCGGTATCTGAAAGGCATGA | CACCAGGCAGGAAGGAACTGTTTA |
| 13 | Dr.20815.1.S1_at | tpma | GCTCCTTCTCATCACCTCATGTTG | CCTGCACTGTGGATTCCTATGGTA |
| 14 | DrAffx.1.52.S1_at | a2bp1l | ACCGCCACATACAGTGATGGGTAA | AACTCCATAAGTGGTTGTGGGTCC |
| 15 | Dr.12107.1.A1_at | ndrg1 | ACCAATCAGTTCTGACTGTGCTGC | TGGCGTAAATGCTCTCCGACTACT |
| 16 | Dr.11483.1.S1_at | ldb3l | GCCTGTCTGCACAGATCCTAAACA | TGATTCCTGGTTGAATGCTGCCTC |
| 17 | Dr.460.1.A1_at | pvalb8 | AACTCATCCGTCTGGACACTCGAT | CATGTGCGCTCTCTACATGTCCAA |
| 18 | Dr.10719.1.S1_at | atp1a1a.4 | CAGGCATGGACATTGCAGTCAGAA | CTGGATTCCGTCGCAGGATGTATT |
| 19 | Dr.25213.1.S1_at | bactin1 | TGGCATTGCTGACCGTATGCAGAA | AGCACTTCCTGTGAACGATGGATG |
| 20 | Dr.29.1.S1_at | ccne | TATCCGCTAGTGGACATTGAGAGC | AAGAGATGGTGCTCTCTGGCTTCT |
| 21 | Dr.2675.1.A1_at | fkbp5 | TAAGCCGCTACGCACAGGTTGTAT | ATGAATGCCAGTCGGAGAGCTGAA |

# Supplementary material for: Identification of Spt5 Target Genes in Zebrafish Development Reveals Its Dual Activity In Vivo
**Source:** PLoS One. 2008 Nov 3;3(11):e3621. doi: 10.1371/journal.pone.0003621
**Supplement:** Table S5 — (0.04 MB DOC)

| **Supplemental Table 5 Summary of Gene Expression Comparison between *fog* mutants** | | | |
| --- | --- | --- | --- |
| No. | Genes | Array/qRT-PCR Fold Change (*fog sk8*) | qRT-PCR Fold Change (*fog m806*) at 48hpf |
| **Genes Up-regulated in 24 hpf *fogsk8*Mutant Embryos** | | |  |
| 1 | *gadd45b* | 6.34/6.07 | 1.76 |
| 2 | *fos* | 5.68/8.44 | 2.36 |
| 3 | *hsp70* | 5.6/2.32 | 1.79 |
| 4 | *fst* | 2.25/2.07 | 1.39 |
| 5 | *smo* | 2.02/2.12 | 1.08 |
| 6 | *atf3* | 2/1.89 | 1.53 |
| 7 | *tpbgl* | 3.24/2.37 | 1.34 |
| 8 | *foxd5* | 9.83/10.77 | 1.57 |
| 9 | *bapx* | 4.62/4.62 | 1.82 |
| 10 | *zp2.4* | 3.74/6.02 | 1.41 |
| 11 | *opn1sw2* | 2.72/7.81 | -2.68 |
| **Genes Down-regulated in 24 hpf *fogsk8*Mutant Embryos** | | |  |
| 1 | *lfng* | 3/3.68 | 1.59 |
| 2 | *tpma* | 2.86/3.41 | 1.58 |
| 3 | *a2bp1l* | 10.69/7.83 | 1.18 |
| 4 | *ndrg1* | 6.04/8.47 | 2.41 |
| 5 | *ldb3l* | 3.64/3.44 | 1.22 |
| 6 | *pvalb8* | 17.62/12.23 | 4.44 |
| 7 | *atp1a1a.4* | 3.37/62.85 | 5.49 |
| **Genes Unchanged in 24 hpf *fogsk8* Mutant Embryos** | | |  |
| 1 | *bactin1* | 1.26/-1.8 | 1.07 |
| 2 | *ccne* | 1/1.87 | 1.56 |
| 3 | *fkbp5* | 1/1.04 | -4.3 |

How the deposited data were processed for this re-analysis (not part of the article)

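Gene expression was measured in whole zebrafish embryos at 24 hpf, in 3 samples of *fog sk8* mutants and 3 samples of their WT siblings, with total RNA from equal numbers of embryos per sample and 1 Affymetrix Zebrafish Genome Array each. The deposited values are on the log2 scale, and the authors made them with GC-RMA, which corrects the probes for background by their GC content, normalizes between arrays and combines the probes of each set into 1 value. The version of GC-RMA is not given in the sources used here. Scanner files were not used here, so the probe-level steps were not run again and absent-present calls were not made. Samples were grouped by the genotype in the sample labels, which the paper also gives, and no column of values of another sample was used. The study describes the replicates as independent, and their number limits the precision.

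From these values, 15502 of 15617 probe sets were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate), after leaving out 115 control probe sets. P-values were adjusted by the Benjamini-Hochberg method over all probe sets tested, and a probe set counted as higher or lower at an adjusted p under 0.05 and at least 2-fold. Probe sets were named through the platform's table of gene symbols: 10795 had 1 symbol, 135 had several and 4572 had none, and none was named from a probe set with several. The Entrez ID of 10711 probe sets was found in a RefSeq table of the assembly GRCz12tu, used only for names, which updated 1 symbol. Each of 8793 genes was read from its probe set with the highest mean over the 6 arrays. The other probe sets of *gadd45ba*, *fosab*, *jun* and *polr2a* are given too. For the study's own genes, the probe set of its tables was used.

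Gene lists were tested with camera from limma on 1 probe set per gene, at a preset correlation of 0.01, and adjusted over 41 lists. Of these, 38 lists of pathways and cell types were fixed before the data were examined, but after reading the paper, so some hold terms and genes that the study picked from these samples. The other 3, for the FGF, WNT and BMP pathways, are the study's own from Table S3. Members past the threshold were also counted after adjustment over the list alone, and set against all other named genes with a two-sided Fisher's exact test. The named genes are those the study names with a probe set in Tables S1 and S4 or its text, the 12 higher and 12 lower symbols with the largest fold among probe sets past the threshold whose groups do not overlap, and in each list the 4 members past the threshold with the largest change, with up to 2 others of the highest mean where fewer than 4 passed. The study's array folds were seen before this rule was applied. Correlations with the qRT-PCR folds used 100000 permutations with 10 or more genes and all permutations with fewer.

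Alternatives set before the data were examined were the methods' t-test (Student's test on the log2 values) with and without adjustment, no minimum fold, a mean-variance trend, arrays centred on their medians, another quantile normalization, dim probe sets left out (mean log2 value under 4 in both groups), the replicate number as a block, each array left out in turn, and for the gene lists an estimated correlation and fry. Leaving out replicate 3 of both groups was added after the data were seen. Whether the replicate numbers in the labels pair the samples was checked from the correlation of their deviations from the group means, which was 0.12, 0.29 and 0.39 for replicates 1, 2 and 3. All are over 0.1, the bound set for pairing, although WT replicate 1 correlated more with *fog sk8* replicate 2 (0.18) and *fog sk8* replicate 1 with WT replicate 2 (0.15). Deviations cancel out within each group, and replicate 3 stood apart in both groups. Replicates 1 and 2 therefore tend to correlate between groups whatever their numbers. These values do not show that replicates 1 and 2 are paired, and the fit with the replicate block is only an alternative. On simulated values for 15502 probe sets in this comparison, 95.5% of 67 probe sets changed by 1.5 on the log2 scale were found, as were 100% of 67 changed by 2 and 100% of 66 changed by 3, with 1 false call. The simulated noise was normal and independent between probe sets, with the spreads that limma estimated. It held no shared deviation such as that of replicate 3. Changes between the 2-fold minimum and 1.5 were not simulated, so these shares do not cover them. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Gene, exon and intron lengths (Fig. 3) were not analysed here, since no gene models were used, and the ChIP, in situ and RT-PCR experiments were not analysed here beyond the paper's own qRT-PCR folds.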

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

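The choice of the gene lists in this part, and the test on heat shock genes, were made after the results were seen. The paper discusses none of them as a group, although it lists *rpb1*, the gene of the largest subunit of RNA polymerase II, and they stand out here as shifts between *fog sk8* and WT arrays.

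Of 14 genes of the p53 response, 3 rose and 0 fell, also when adjusted over the list alone, with a median of 0.42 (camera adjusted p = 0.0171, and adjusted p = 0.378 with an estimated correlation). They were *pmaip1*, a promoter of cell death (log2 fold change 1.59, SE 0.17, adjusted p = 0.00477), *rps27l*, a ribosomal protein paralog that p53 induces, and *phlda3*, an inhibitor of Akt (log2 fold change 1.28, SE 0.32, adjusted p = 0.0488). The call of *phlda3* was lost without WT replicate 1, 2 or 3 or *fog sk8* replicate 1 or 2 (adjusted p = 0.0598 to 0.12) and without *fog sk8* replicate 3 (log2 fold change 0.90), and that of *rps27l* without WT replicate 1 (adjusted p = 0.053). In leave-one-out fits, the number that rose was 1 without WT replicate 1. On replicate 3 the list deviated from the group mean by a median of 0.050 in WT and 0.29 in *fog sk8* embryos. For the normalization between arrays as a source, the median of 10000 random lists of genes matched on mean level was 0.061. The p53 list's own median had a bootstrap SE of 0.19, and a share of 0.00020 of the random lists reached it. The list thus lay above genes of like level. The values were already normalized between arrays, which largely removes offsets that follow the level, so these lists cannot decide whether the normalization is a source. Random lists do not keep the correlation between these genes, estimated at 0.23, so the share does not measure the spread between arrays. A general rise of stress genes stays open, because the heat shock list, with a median of −0.11, holds members that go both ways (1 rose and 2 fell). Whether the loss of zygotic Spt5 raises p53 targets was not tested apart from other changes in the embryos.

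Of 9 genes of the lens, 3 fell and 0 rose, also when adjusted over the list alone, the crystallin genes *crybb1* (log2 fold change −5.24, SE 0.15) and *cryba4* (log2 fold change −4.76, SE 0.50) and the transcription factor gene *prox1a* (log2 fold change −1.11, SE 0.083). The list had a median of −0.25 and a mean of −1.29 (camera adjusted p = 0.00289, and adjusted p = 0.31 with an estimated correlation). With dim probe sets left out, 3 lens genes remained, with a median of −4.76.

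Of 8 subunit genes of RNA polymerase II, 0 rose at 2-fold by limma over all genes, 1 when adjusted over the list alone and 1 by the methods' t-test before adjustment, 5 were higher at an adjusted p under 0.05 and any fold, such as *polr2eb* (log2 fold change 0.76, SE 0.11, adjusted p = 0.0103) and *polr2f* (log2 fold change 0.73, SE 0.10, adjusted p = 0.0096), and 8 at an unadjusted p under 0.05, with a median of 0.64 (camera adjusted p = 0.000337, and adjusted p = 0.217 with an estimated correlation). The number at 2-fold was 1, *polr2a*, with the replicate block (log2 fold change 1.12, adjusted p = 0.0039), after median centring (log2 fold change 1.16, adjusted p = 0.0356) and without *fog sk8* replicate 3 (log2 fold change 1.38, adjusted p = 0.0329), in a range of adjusted p = 0.0039 to 0.139 over all alternatives.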

How the results depend on the processing

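The alternative without replicate 3 of both groups was chosen after the data were seen, and all others before the data were examined. No result changed its direction while past the threshold under any alternative. The total counts moved by over 1.5 times under 2 settings: with the methods' t-test and Benjamini-Hochberg adjustment, 64 probe sets were higher and 254 lower (38 and 162 genes), and with no minimum fold 1376 and 1239 (947 and 804 genes). The second change follows from the fold minimum itself, and the cause of the first was not tested. Under the other settings the genes higher ranged from 67 to 98 and the genes lower from 207 to 330, and 335 of the 561 probe sets were past the threshold with any 1 array left out. Of the probe sets past the threshold, 20.7% were higher, 25.0% after median centring and 21.3% after another quantile normalization. The median log2 fold change of all probe sets was 0.055, 0.094 and 0.036 in the same order.

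With an estimated correlation between genes, no gene list passed in camera. The adjusted p was 0.119 for neural progenitors, 0.138 for Notch, tubulins, haem synthesis and neurons, 0.152 for DNA replication, erythroid, myeloid and the heart, 0.188 for extracellular matrix, pigment cells and pronephros and ionocytes, 0.205 for the endothelium, 0.217 for RNA polymerase II, 0.262 for Na,K-ATPase and skeletal muscle, 0.273 for mitosis, 0.31 for the lens, 0.311 for immediate early and 0.378 for the p53 response and *hox*. Under fry, which tests a list against no change and not against other genes, 24 lists passed, among them opsins and retina (0.0037, range over the other alternatives up to 0.368), neural crest (0.000984) and yolk and liver (0.0315), which did not in camera. The neural crest list also passed after median centring (0.0495) and in the fit with the replicate block (0.0469), and ranged from 0.0348 to 0.101 with 1 array left out. That range was 0.00279 to 0.0981 for *hox* and 0.0464 to 0.339 for yolk and liver. The endothelium list was lost with dim probe sets left out (0.0692, range 0.00274 to 0.205 in camera), and the heat shock list passed without replicate 3 of both groups (0.0474, range 0.0474 to 0.533 in camera). Apart from fry, whose null differs, the cause was not tested for any of these changes.

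Of 236 named probe sets, the fit with the replicate block added 7 calls, which stand beside their genes, and changed no other call. The methods' t-test with adjustment lost 43, and with no minimum fold 26 were added. Leaving out 1 array lost 7 to 26 and added 0 to 10, the fewest lost without *fog sk8* replicate 3, and leaving out replicate 3 of both groups lost 11 and added 13. Median centring lost 3 and added 3, another quantile normalization lost 7 and added 0, and the unadjusted t-test, the trend and the filter on dim probe sets each added 7 and lost 0. Of 96 counts of list and family members, 23 moved by over 1.5 times with the adjusted t-test, such as skeletal muscle genes that fell (22 to 7), *hox* genes that rose (7 to 2), matrix genes that fell (12 to 5) and immediate early genes that rose (6 to 3). With no minimum fold 50 did, without replicate 3 of both groups 13, with 1 array left out 8 to 16, and under the other settings 2 to 4. List medians near 0 changed sign under median centring (myogenic regulators, heart, FGF and WNT), with dim probe sets left out (Hedgehog, segmentation, opsins and retina, globins, myogenic regulators and hatching gland) and with 1 or more of the arrays left out in turn (the same 6, the heart, FGF, WNT, FGF feedback targets, ribosomal proteins, RNA splicing and heat shock genes). Median, mean and camera's direction differ in sign for Hedgehog, segmentation, ribosomal proteins, RNA splicing, opsins and retina, globins, notochord, hatching gland, BMP and myogenic regulators. The share of probe sets above background was 77.3% at a mean log2 value over 3 and 53.3% over 5. Signal over background limits what can be seen: a decrease of a gene near the floor cannot be measured, and a fold against it is a lower limit. Alternatives for gene length were not run.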

Differences from the paper's values

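Of 130 values compared with the paper's text and supplementary tables, 1 differs, which means in sign or by over 1.5 times, and for folds by more than the larger group SD. The paper's reported array fold of *bactin1* (*actb1*) in Table S1 is 1.26, and the value computed here is −1.26 as a signed fold, lower in *fog sk8* embryos. The paper's reported qRT-PCR fold of this gene is −1.80, in the same direction as the value computed here. Under each of the alternatives set before the data were examined that gives another value, it lay between −1.31 and −1.20, so none reaches the paper's sign, and the size is the same. Table S1 prints the array folds of its down-regulated genes without a sign too.

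The study lists *fos*, *zp2.4*, *atf3*, *rpb1* and *gtf2A* as up-regulated on the array, and by limma at an adjusted p under 0.05 and 2-fold these did not pass, whereas 23 of its 28 genes did. Each was higher in *fog sk8* embryos under every alternative. The study's probe set for *fos* (*fosab*) passed with the methods' t-test before adjustment, which is the study's own threshold, with a trend (adjusted p = 0.0392), with dim probe sets left out (0.0245) and without *fog sk8* replicate 3 (0.0124), in a range of 0.00602 to 0.175 over all alternatives. *rpb1* (*polr2a*) passed with the same t-test, with a trend (0.0288), after median centring (0.0356), with dim probe sets left out (0.020), with the replicate block (0.0039) and without *fog sk8* replicate 3 (0.0329), in a range of 0.0039 to 0.139 over all alternatives. Another probe set of *polr2a* passed (log2 fold change 1.02, SE 0.22, adjusted p = 0.0331), but not without WT replicate 1, 2 or 3 or *fog sk8* replicate 1 or 2 (adjusted p = 0.0507 to 0.0898). The third probe set of *polr2a* had a log2 fold change of 0.37 to 1.02 and an adjusted p of 0.108 to 0.352 over all alternatives. *atf3* passed with dim probe sets left out (0.0359), in a range of 0.0359 to 0.198 over all alternatives, and *zp2.4* (*zp2.6*) with the replicate block (0.00672), in a range of 0.00672 to 0.304 over all alternatives. *gtf2A* (*gtf2a1*) passed with no minimum fold (adjusted p = 0.00347). The study's own threshold, the methods' t-test before adjustment and 2-fold, was not met by *zp2.4*, *atf3* and *gtf2A* on these values. *zp2.4* and *atf3* missed its limit for the t-test, and *gtf2A*, at 1.82-fold, missed the 2-fold minimum. The adjustment in limma is therefore not why *gtf2A* did not pass. For *zp2.4* and *atf3* the t-test is another test than limma, so missing its limit does not exclude the adjustment in limma as the reason. Without replicate 3 of both groups, chosen after seeing the values, *fos* (0.00602), *zp2.4* (0.0089), *atf3* (0.0461) and *rpb1* (0.00769) passed, but 3 of the study's genes that pass otherwise did not.

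Values within 1.5 times of the paper's also depart from it in places. At the study's thresholds with the methods' t-test, the counts here of 86 genes that rose, 308 genes that fell and 610 probe sets in all are each lower than the study's. Where any probe set of a gene could pass, 94 genes rose and 325 fell, nearer to the study's counts but still lower. The fold computed here for *gch*, 321, is that of Table S1 and is lower than that of the legend of Supplemental Fig. 1. The legend's fold for *hoxb6* is close to that of *hoxb6a* here (2.13), while Table S1 lists *hoxb6b*, here at 3.31.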

Other observations

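The test of a delay in development and the alternative without replicate 3 of both groups were chosen after the results were seen. Of 29 genes of transcription elongation factors, 1 rose and 2 fell, also when adjusted over the list alone. *ccnt2a*, a cyclin of the kinase P-TEFb, rose (log2 fold change 1.23, SE 0.26, adjusted p = 0.030), a call lost without WT replicate 1 or *fog sk8* replicate 1, 2 or 3 (adjusted p = 0.0638 to 0.0896) and without WT replicate 3 (log2 fold change 0.94), and besides *supt5h* the TFIIS gene *tcea3* fell from 4.15 ± 0.24 to 3.15 ± 0.20 (SD, n = 3, adjusted p = 0.0131), a call lost without WT replicate 1 or 3 or *fog sk8* replicate 1 (log2 fold change −0.99 to −0.89). Their median was 0.17 (camera adjusted p = 0.352). Of 17 genes of Hedgehog signalling, 1 rose and 2 fell, also when adjusted over the list alone. Beside *smo*, the co-receptor genes *boc* (log2 fold change −1.31, SE 0.12, adjusted p = 0.00329) and *cdon* (log2 fold change −1.19, SE 0.16, adjusted p = 0.0086) fell. With 1 array left out, 0 rose without WT replicate 2 or 3 or *fog sk8* replicate 3. Their median was 0.020 and their mean −0.12 (camera adjusted p = 0.277). Of 18 genes of the notochord, 2 fell and 0 rose, also when adjusted over the list alone. These were *cmn*, a gene needed for its sheath (log2 fold change −2.43, SE 0.26, adjusted p = 0.0049), and *col2a1a*, the cartilage collagen II (log2 fold change −1.34, SE 0.23), a call lost without WT replicate 2 or *fog sk8* replicate 2 (adjusted p = 0.0503 to 0.0527). The number that fell was 1 without WT replicate 2 or *fog sk8* replicate 2. Their median was 0.074 and their mean −0.14 (camera adjusted p = 0.69).

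Of 36 genes of yolk and liver, 3 fell and 0 rose, also when adjusted over the list alone, *dab2*, *fabp3*, a fatty acid binding protein (log2 fold change −1.33, SE 0.11, adjusted p = 0.00245), and *prox1a*, which the lens list holds too. At any fold, 8 were higher and 3 lower at an adjusted p under 0.05, and the list's median was 0.16 (camera adjusted p = 0.173, and 0.0464 without WT replicate 3 in a range of 0.0464 to 0.339 over all alternatives in camera). No gene of 3 other cell types passed at 2-fold by limma over all genes or over the list alone. Among 31 genes of the epidermis, 10 were higher and 6 lower at an unadjusted p under 0.05, with *krt8*, a keratin, at a log2 fold change of 0.71 (SE 0.074, adjusted p = 0.00446). By the methods' t-test 0 passed, but *krt1-19d* rose after median centring (log2 fold change 1.02, adjusted p = 0.0424) and *tp63*, the regulator of the epidermis, fell without WT replicate 1 (log2 fold change −1.03, adjusted p = 0.0139) or *fog sk8* replicate 3 (log2 fold change −1.04, adjusted p = 0.0105), both chosen after their values were seen. The median was 0.17 (camera adjusted p = 0.549). Among 6 genes of the hatching gland, 1 was higher and 1 lower at an unadjusted p under 0.05, 0 passed by the methods' t-test, and the median was 0.029 and the mean −0.079 (camera adjusted p = 0.61). Among 31 genes of the germ line and oocyte, 4 were higher and 2 lower at an unadjusted p under 0.05, 0 passed by the methods' t-test, and 2 rose with the replicate block, the egg coat genes *zp2.6* and *zp3a.2* (log2 fold change 1.42, adjusted p = 0.0123), the second chosen after its value was seen, and *zp2.6* alone without replicate 3 of both groups. The median of the 31 was 0.045 (camera adjusted p = 0.549), and with dim probe sets left out only 6 of them remained, with a median of 0.32.

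The arrays of replicate 3 stood apart from the others of their group in both genotypes, with genes of skeletal muscle and globins higher on them. Deciles of the mean level explained at most 1.22% of the variance of replicate 3's deviations. The values were already normalized between arrays, which largely removes offsets that follow the level. This small share therefore cannot decide whether the normalization set replicate 3 apart. A more advanced stage of these pools stays open, as the median deviation of segmentation genes was −0.030 in *fog sk8* and −0.048 in WT embryos (bootstrap SE 0.037 for the first), too small to decide. Handling stress in the pools of replicates 1 and 2 stays open too, with a median deviation of immediate early genes of 0.00085 in WT and −0.10 in *fog sk8* embryos. No sample label gives a batch or a day that could be tested.

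Some genes of skeletal muscle, heart, blood, pigment cells and lens were lower in *fog sk8* embryos. The ribosomal protein genes, which are bright in every cell, had a median of 0.019. Many of them read close to the top of the scale, where normalization between arrays leaves little room for a change. Their median therefore cannot decide whether that normalization is a source. The 14 of them below a log2 value of 13 had a median of 0.21, so these 14 showed no common fall. A delay in development cannot be told apart from other effects of the mutation, since the segmentation genes, which would be higher in younger embryos, had a median of 0.013 (bootstrap SE 0.071) with members going both ways. Nor can a tie to the genes of replicate 3, for which Spearman's rho between that deviation and the change was −0.146 over 9766 probe sets outside muscle, between the bounds set for it. The loss of zygotic Spt5 in these tissues remains among the open explanations and was not tested apart.

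The 6 arrays can be split into 3 and 3 in 10 ways, so a share under 0.05 cannot be had. For each of the 5 results tested, 1 of 10 splits, the real one, gave a value as large. The real split gave 116 probe sets higher and 445 lower and 79 genes higher and 281 lower, and the highest of the other splits 0 in each case. It gave 21 gene lists past the threshold in camera, and the highest other split 13. Like the real split, 3 of the others part all 3 same-numbered pairs of samples, and gave 6 to 8 lists, whereas the 6 that part 1 pair gave 6 to 13. Each of the other splits puts both genotypes in each group, so a genotype difference widens the spread within groups and lowers the counts. Part of that difference also stays between the groups, so these splits are no clean baseline for calls or lists.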
